# Extracellular vesicle-derived miRNAs improve stem cell-based therapeutic approaches in muscle wasting conditions

**DOI:** 10.3389/fimmu.2022.977617

**Published:** 2022-11-14

**Authors:** Laura Yedigaryan, Ester Martínez-Sarrà, Giorgia Giacomazzi, Nefele Giarratana, Bernard K. van der Veer, Alessio Rotini, Silvia Querceto, Hanne Grosemans, Álvaro Cortés-Calabuig, Sara Salucci, Michela Battistelli, Elisabetta Falcieri, Rik Gijsbers, Mattia Quattrocelli, Kian Peng Koh, Liesbeth De Waele, Gunnar M. Buyse, Rita Derua, Maurilio Sampaolesi

**Keywords:** extracellular vesicle, hypertrophy, muscular dystrophy, aging, miRNA, skeletal muscle

## Abstract

Skeletal muscle holds an intrinsic capability of growth and regeneration both in physiological conditions and in case of injury. Chronic muscle illnesses, generally caused by genetic and acquired factors, lead to deconditioning of the skeletal muscle structure and function, and are associated with a significant loss in muscle mass. At the same time, progressive muscle wasting is a hallmark of aging. Given the paracrine properties of myogenic stem cells, extracellular vesicle-derived signals have been studied for their potential implication in both the pathogenesis of degenerative neuromuscular diseases and as a possible therapeutic target. In this study, we screened the content of extracellular vesicles from animal models of muscle hypertrophy and muscle wasting associated with chronic disease and aging. Analysis of the transcriptome, protein cargo, and microRNAs (miRNAs) allowed us to identify a hypertrophic miRNA signature amenable for targeting muscle wasting, consisting of miR-1 and miR-208a. We tested this signature among others *in vitro* on mesoangioblasts (MABs), vessel-associated adult stem cells, and we observed an increase in the efficiency of myogenic differentiation. Furthermore, injections of miRNA-treated MABs in aged mice resulted in an improvement in skeletal muscle features, such as muscle weight, strength, cross-sectional area, and fibrosis compared to controls. Overall, we provide evidence that the extracellular vesicle-derived miRNA signature we identified enhances the myogenic potential of myogenic stem cells.

## 1 Introduction

Muscle remodelling is a dynamic process occurring throughout the whole tissue life span. Under physiological conditions and during development and growth, skeletal muscle is finely regulated by homeostatic processes that maintain a balance between anabolic and catabolic pathways (1). During development, protein synthesis and the activation of progenitors contribute to new muscle formation. Conversely, during adulthood, cellular turnover generally decreases and muscle mass plasticity is mainly determined by the interplay between anabolism and catabolism (2). In steady state, these two pathways remain balanced. However, skeletal muscle homeostasis is disrupted when chronic damage occurs, being especially severe in degenerative diseases, such as muscular dystrophies (3). At the same time, a negative equilibrium between anabolic and catabolic factors, as well as between apoptotic and regeneration processes, is naturally associated with the progressive muscle loss that occurs during aging (4). Indeed, aging is marked by decreased function and mass across all organs. Skeletal muscle loss in aging, defined as sarcopenia, is correlated with a progressive decline in functionality and depletion of the resident stem cell pool, including the muscle-specific resident stem cells or satellite cells. Albeit still controversial, evidence has shown that a gradual decline in the number of satellite cells observed in aging is correlated with a corresponding decrease in their ability to sustain muscle regeneration upon injury (5, 6). Skeletal muscle wasting is therefore a critical condition that can be linked to degenerative diseases, be it a consequence of chronic illness such as cancer cachexia, or rather an intrinsic property of the aging process.

Concurrently, the research on the application of stem cells in muscle wasting conditions has been broad and has shown partial beneficial effects in counteracting dystrophy-induced muscle damage or other chronic muscle injuries (7). In particular, the use of mesoangioblasts (MABs), interstitial, vessel-associated adult stem cells, has given promising results when MABs were transplanted intra-arterially in murine and canine models of muscular dystrophies (8, 9). More recent evidence has shown that MABs are able to functionally fuse with resident fibers and give rise to a higher number of donor fibers when injected intramuscularly in dystrophic muscle or following acute injury (10). Additionally, the effect of aging on the potential of progenitor cells has been highlighted, as MABs derived from younger donors held greater intrinsic myogenic ability compared to MABs derived from elderly donors (11). These data strongly suggest that the potential of stem cells in contributing to muscle regeneration is decisively influenced by aging.

Considering recent evidence establishing the secretory ability of skeletal muscle, growing interest has been dedicated to the investigation of paracrine modulators, e.g. myokines, and more recently extracellular vesicles (EVs), involved in muscle regenerative processes (12, 13). Recent studies on EVs, including exosomes, have pointed out that secreted vesicles play a role in muscle physiological growth and development (14), muscle regeneration following injury or chronic illness (15, 16) and ultimately, in muscle wasting and aging (17). microRNAs (miRNAs) are among the selected cargos secreted into EVs, and their involvement in skeletal muscle homeostasis, regeneration, and wasting is rather well described (18). Interestingly, it has been reported that EVs carry members of the myomiR family of miRNAs, such as miR-1, miR-133a, and miR-206, and thus they might contribute directly to conveying regenerative signalling to the skeletal muscle (19, 20). Nonetheless, there is still a lack of consensus on the characterization of EVs (20, 21). Although studies have shown the contribution to muscle regeneration through both EVs and cell transplantation, the field is still open for further approaches, especially the use of EVs and MABs (22). Furthermore, much less evidence is available on other components of EVs’ load cargo other than miRNAs, such as mRNAs and proteins, and their possible reciprocal interaction. Finally, an interesting feature of EVs is the possibility to custom-load them for specific delivery of selected RNA or protein cargo, as shown by several studies that have paved the way for the use of EVs as a delivery machine for targeted therapeutics (23–26).

In the current study, we deeply investigated the content of plasma-derived EVs from mouse models of muscle hypertrophy, dystrophy, and age-induced atrophy in order to pinpoint the secreted key players orchestrating muscle homeostasis in physiological and pathological conditions, further amenable to enhancing muscle regeneration. We identified a hypertrophic miRNA signature capable of increasing the myogenic differentiation of human MABs (hMABs) and enhancing their myogenic contribution when transplanted *in vivo* in a murine model of acute muscle injury.

## 2 Materials and methods

### 2.1 Animal procedures

All protocols on live mice were performed in compliance with the Belgian law and the Ethical Approval of KU Leuven (P202/2016, P175/2016 with expansion). For plasma collection, 10 Myostatin-null (*Mstn-null)* (27) and 10 Met-activating genetically improved chimeric factor 1 (Magic-F1) (28) mice (hypertrophic), 10 β-sarcoglycan-null *(Sgcb-null)* (strong dystrophic phenotype) (29), 10 C57BL/6 (adult wild type (WT)), and aged 10 C57BL/6 mice were euthanized with ketamine (90 mg/kg) to preserve the rib cage, and blood was drawn by a single heart puncture. WT mice were from 3 to 6 months old, aged mice were from 13 to 20 months old, dystrophic mice were from 3 to 6 months old, and hypertrophic mice were from 3 to 6 months old. Human MABs were transfected with 30 nmol of each miRNA mimic (miR-1 and miR-208a) per well of a 12-well multiwell plate (Costar®, Corning Inc., NY, USA), with 2 µl of lipofectamine 2000 (Invitrogen, Thermo Fisher Scientific, MA, USA). *In vivo* transplantations were conducted 48 hours after transfection. For cell transplantation, aged *Rag2-null*/*ᵞc-null*/C57BL/6 mice (≥ 18 months old) received intramuscular (tibialis anterior (TA), gastrocnemius (GM), and quadriceps (Q)) cardiotoxin (10 μM) injections 48 hours prior to cell transplantation and at the day of cell transplantation, the animals received intramuscular injections of 2.5 x 10^5^ miRNA-treated MABs or intramuscular injections of 2.5 x 10^5^ non-treated MABs (n=5 per group). Muscles injected with physiological solution were used as control (cardiotoxin control). At days 21 and 35, mice were euthanized by cervical dislocation and hindlimb muscles were harvested and individually weighed. The extensor digitorum longus (EDL) muscle was immediately processed for functional analysis (Aurora, Shanghai, China). TA and GM muscles were included in OCT (Tissue-Tek® O.C.T. Compound, Sakura Finetek, Tokyo, Japan) and kept at -80°C until further analysis. The samples were then cut transversally in 7 µm sections using a cryostat machine (Leica, Wetzlar, Germany).

### 2.2 EV isolation and characterization

EVs were extracted from mouse plasma (1 - 1.5 mL per mouse and 2-3 mice per sample) of age-matched control C57BL/6 mice, *Mstn-null* mice, Magic-F1 mice, *Sgcb-null* mice, and aged C57BL/6 mice following established protocols of ultracentrifugation (30). Briefly, plasma was centrifuged for 5 minutes at 480g (Eppendorf Centrifuge, Model 5810, Eppendorf), 10 minutes at 2,000g (Avanti® J-E high-speed centrifuge, Beckman Coulter Life Sciences, IN, USA) (JA-20 fixed-angle rotor), 30 minutes at 10,000g (Beckman Coulter Life Sciences), and lastly, the supernatants were centrifuged at 100,000g for 1 hour (Optima L-90K Ultracentrifuge, Beckman Coulter Life Sciences) (70Ti fixed-angle rotor). All centrifugations were conducted at 4°C. EV pellets were resuspended in phosphate-buffered saline (PBS) (Gibco, Thermo Fisher) and stored at -80°C until further use. Transmission electron microscopy (TEM) images were obtained, as previously described (31). Nanoparticle tracking analysis was performed with the NanoSight LM10 from NanoSight Ltd. (Malvern Panalytical, Malvern, UK), software version 2.3, in collaboration with the Laboratory of Lipid Metabolism and Cancer, KU Leuven. EVs resuspended in PBS were diluted accordingly and applied to the machine for particle concentration and size determination.

### 2.3 Cell culture and differentiation

Human MABs were isolated as previously described (32). MABs were cultured in IMDM supplemented with 15% fetal bovine serum (FBS), 1% penicillin/streptomycin (Pen/Strep), 1% L-glutamine, 1% sodium pyruvate, 1% non-essential amino acids, 1% insulin-transferrin-selenium, and 0.2% b-mercaptoethanol (all reagents from Life Technologies, Thermo Fisher) (Gibco) in 5% O_2_/5% CO_2_ at 37°C. Mouse myoblast cell line C2C12 was cultured in DMEM supplemented with 10% FBS, 1% Pen/Strep, 1% L-glutamine, 1% sodium pyruvate, 1% non-essential amino acids, and 0.2% b-mercaptoethanol (all reagents from Life Technologies) in 5% O_2_/5% CO_2_ at 37°C. Myogenic differentiation of MABs and C2C12s was induced by incubating the cells with DMEM high glucose, supplemented with 2% of Horse Serum, 1% Pen/Strep, 2 mM L-glutamine, and 1 mM sodium pyruvate (all reagents from Life Technologies) for 5 days (C2C12 cells) and 12 days (MABs).

### 2.4 EV treatment

The ExoGlow™ Red reagent was utilized to label EVs following manufacturers’ instructions (System Biosciences, CA, USA). C2C12 myoblasts were treated for 4 hours with red fluorescent protein (RFP)-marked EVs (1x10^8^) and RFP signal in the cells’ cytoplasm was detected and pictures were taken with a Nikon Eclipse Ti microscope (Nikon, Tokyo, Japan) and a Leica TCS SP8 X confocal microscope (Leica). All cells were positive for RFP-EVs (most pictures are 100%). However, some cells showed more concentration than others, therefore, the quantification was done in terms of % of RFP-positive area divided by the area covered by all cells per field of view (n = 4). C2C12s and MABs were exposed for 48 hours to EVs (1x10^8^) before inducing myogenic differentiation.

### 2.5 Molecular analysis

Western blotting (WB) analysis was performed on lysates from EVs (1x10^5^) and cells in RIPA buffer (Sigma-Aldrich, MI, USA) supplemented with 10 mM sodium fluoride, 0.5 mM sodium orthovanadate, 1:100 Halt™ Protease Inhibitor Cocktail, and 1 mM phenylmethylsulfonyl fluoride (all reagents from Thermo Fisher Scientific). Equal amounts of protein (30 μg) (Bradford assay, Quick Start™ Bradford 1x Dye Reagent, Bio-Rad Laboratories, Inc. CA, USA) were denaturized in sample-loading buffer (50 mM Tris–HCl, pH 6.8, 100 mM dithiothreitol (DTT), 2% SDS, 0.1% bromophenol blue, 10% glycerol (all reagents from Sigma-Aldrich) for 10 minutes at 95°C), run on SDS-polyacrylamide gels, and transferred to nitrocellulose membranes (Amersham™ Protran® 0,45 μm NC, GE Healthcare Lifesciences, NJ, USA). After Tris-buffered saline (TBS) containing 0.05% Tween and 5% non-fat dry milk (Sigma-Aldrich) background blocking, membranes were incubated overnight with primary antibody (CD9, CD63, CD81, GM130, HSP90, Calnexin (Invitrogen), myosin heavy chain (MyHC) (in-house hybridoma), α-Tubulin (Cell Signaling Technology, MA, USA), and GAPDH (Sigma-Aldrich)). Following secondary antibody incubation (anti-mouse (1:5000, Goat Anti-Mouse IgG (H + L)-HRP Conjugate #1706516, Bio-Rad Laboratories, Inc., Hercules) and anti-rabbit (1:5000, Goat Anti-Rabbit IgG (H + L)-HRP Conjugate #1706515, Bio-Rad Laboratories, Inc.)) in TBS-Tween and 2.5% non-fat dry milk, membranes were incubated with SuperSignal Femto or Pico (Thermo Scientific) and bands were detected with a GelDoc chemiluminescence detection system (Bio-Rad Laboratories, Inc.).

miRNAs were isolated from EVs by using the mirVana™ miRNA isolation kit (Invitrogen). cDNA synthesis was performed using the TaqMan™ Advanced miRNA cDNA Synthesis Kit (Applied Biosystems, Thermo Fisher) and qPCR was performed using TaqMan™ Advanced miRNA Assays (Applied Biosystems) using 1:15 diluted cDNA obtained from 20 ng total of miRNA preparation (quantified by the Nanodrop™ 1000 (Thermo Scientific). miRNA content in EVs was analyzed by the mmu-miRNome micro-RNA profiling kit (Systems Biosciences) following the manufacturers’ instructions (n=4).

### 2.6 Immunofluorescence, immunohistochemistry, and microscopy

Cells for *in vitro* analyses and slides for *in vivo* analyses were fixed with 4% paraformaldehyde (Sigma-Aldrich) for 15 minutes at room temperature, washed with PBS, permeabilized with 1% bovine serum albumin (BSA) in PBS + 0.2-0.5% Triton™ X-100 (Sigma-Aldrich) for 30-45 minutes at room temperature, background blocking was performed for 30 minutes with 10% donkey serum (Biowest, Nuaillé, France) solution at room temperature and samples were incubated overnight at 4°C with the primary antibody (MyHC (1:20, in-house hybridoma), human lamin A/C (hLMNA) (1:200, NCL-LAM-A/C, Novocastra Laboratories Ltd, Newcastle, UK), laminin (1:300, L9393, Sigma-Aldrich)). The following day, after PBS washes, samples were incubated for 1 hour at room temperature with the Alexa Fluor™-conjugated donkey secondary antibody (1:500, Invitrogen) and washed. Hoechst 33342 Solution (20 mM) (Hoechst) (1:3000, #62249, Thermo Scientific) was used, washed, and the immunofluorescence was mounted using FluorSave™ reagent (Merck Millipore, MA, USA).

Pictures were acquired on a Nikon Eclipse Ti microscope (Nikon). Pictures of hMABs *in vitro* differentiation assays were acquired on a Nikon Ti2 automated fluorescent image scanner, pre-specified at 4 x 4 fields per well, centered on a 24-well format using an automated x-y motorized stage. Afterwards, images acquired per well were electronically stitched using NIS-Elements software (Nikon) for full-well image reconstitution.

Haematoxylin and eosin staining was performed as previously described (33). Briefly, cryosections were fixed with 4% paraformaldehyde for 15 minutes. Slides were then soaked in distilled water for 5 minutes, then Harris haematoxylin for 4 minutes, and washed afterwards in running water for 2 minutes. Afterwards, the sections were immersed for 1 minute each in acid alcohol, running water, bluing reagent, running water, eosin, 95% ethanol, 100% ethanol, and histoclear, and were finally mounted with dibutylphthalate polystyrene xylene (DPX) and left on a slide heater overnight. All reagents were purchased from Sigma-Aldrich. Pictures from cryosections were taken with a Nikon Eclipse Ti microscope (Nikon) and a Zeiss Axio Imager Z1 (Zeiss, Jena, Germany). The cross-sectional area was determined using ImageJ software (NIH, MD, USA).

Masson’s trichrome was performed as previously reported (34). Briefly, after 15 minutes in 4% paraformaldehyde of fixing, cryosections were incubated for 15 min at 57°C in Bouin’s Solution and subsequently stained in Working Weigert’s Iron Hematoxylin Solution for 5 minutes, washed in running tap water for 5 minutes, and stained in Biebrich Scarlet-Acid Fuchsin for 5 minutes. Afterwards, slides were soaked in de-ionized water and in Working Phosphotungstic\Phosphomolybdic Acid Solution for 5 minutes and stained in Aniline Blue Solution for 5 minutes and 1% acid acetic for 2 minutes. Slides were mounted with DPX. All reagents were purchased from Sigma-Aldrich. After mounting, pictures were taken on a Nikon Eclipse Ti microscope (Nikon) and a Zeiss Axio Imager Z1 (Zeiss). The fibrotic area was quantified using ImageJ software (NIH).

### 2.7 RNA sequencing (RNA-seq)

Total RNA and proteins were isolated from EVs using the Total Exosome RNA & Protein Isolation Kit (Invitrogen) and following manufacturers’ instructions. Samples were verified and processed by the Genomics Core (KU Leuven, UZ Leuven, Belgium). A preamplification step was required before sequencing due to low concentrations of RNA (< 5µg/µl). RNA-seq libraries were constructed with the TruSeq RNA Sample Prep Kits v2 (Illumina, CA, USA). Samples were indexed with unique adapters and pooled for single-read (50 bp) sequencing in an Illumina HiSeq 2000 sequencing system (Illumina). RNA-seq reads were aligned with TopHat v2.0.2 to the mouse genome version mm10. Differential expression levels were assessed using DESeq (n=6 *Mstn-null*-derived samples, n=6 *Sgcb-null*-derived, and n=3 wild type-derived). After no identification of differentially expressed genes, we further selected a cut-off of ≥ 50 reads and performed GO analysis by means of BinGO. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (35) and are accessible through GEO Series accession number GSE216414 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE216414).

### 2.8 EV mass spectrometry analysis

EVs (5x10^9^) were lysed in a buffer containing 7M urea, 50 mM Tris-HCl pH 7.4, 150 mM NaCl, 15 mM EDTA, 1% NP-40 (Sigma-Aldrich), and a mixture of protease inhibitors (cOmplete™ protease inhibitor, Roche Diagnostics, Basel, Switzerland). Lysates were reduced, alkylated, protein precipitated, and trypsin digested and the resulting peptides were subjected to C18 (Pierce™ C18 Spin Tips & Columns, Thermo Fisher) cleanup as previously described (36). Briefly, lysates were reduced in 5 mmol/L DTT for 30 min at 37°C followed by alkylation with 25 mmol/L iodoacetamide (IAA) (Sigma-Aldrich) and quenching of excess IAA with 25 mmol/L DTT, both by incubating for 30 min at 37°C in the dark. Protein precipitation was performed using the Wessel-Flügge method (37). Digestion was performed with modified trypsin (Pierce™ Trypsin Protease, MS Grade, Thermo Fisher) in 200 mmol/L ammonium bicarbonate (pH 8) in the presence of 5% acetonitrile (ACN) and 0.01% ProteaseMAX™ Surfactant, Trypsin Enhancer (Promega, WI, USA). The solvent-evaporated peptide mixtures were subjected to desalting with C18 ZipTip® pipette tips (Merck Millipore).

The resulting peptide mixture was separated on an Ultimate 3000 UHPLC system (Dionex, Thermo Scientific) equipped with an Acclaim™ PepMap100™ pre-column (C18, particle size 3 μm, pore size 100 Å, diameter 75 μm, length 20 mm, Thermo Scientific) and a C18 PepMap™ analytical column (particle size 2 μm, pore size 100 Å, diameter 50 μm, length 150 mm, Thermo Scientific) using a 40 min linear gradient (300 nL/min) before being analyzed by a Q Exactive Orbitrap mass spectrometer (Thermo Scientific) in data-dependent acquisition mode.

Peptides were identified by Mascot (Matrix Science) using Uniprot *Mus musculus* concatenated with the Crapome contaminants database (115 142 sequences) as a database. Carbamidomethylation (C) was included as a fixed modification and Oxidation (M) as a variable modification. Two missed cleavages were allowed and peptide tolerance was set at 10 ppm and 20 mmu for MS and MS/MS tolerance, respectively.

Relative quantification of proteins was executed using Scaffold_4.11.1 software (Proteome Software, Inc., OR, USA). Only proteins (no crapome hits) containing at least 2 identified peptides with a false discovery rate (FDR) < 1% and displaying 95% protein probability (or more) were taken into consideration. For drawing the Venn diagram, only proteins showing spectral counts > 0 in at least two of the three replicates, were taken into account. Qlucore software (Qlucore, Lund, Sweden) was used for statistical data analysis using Scaffold ‘normalized total spectra’ as input. The Venn diagram was drawn using http://bioinformatics.psb.ugent.be/webtools/Venn/. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium *via* the PRIDE (38) partner repository with the dataset identifier PXD035446 and 10.6019/PXD035446.

### 2.9 MicroRNA modulation

Human MABs were transfected with 30 nmol of each miRNA mimic (miR-1, miR-208a, miR-133a, and/or miR-206) (MISSION® microRNA Mimic, Sigma-Aldrich) (HMI0057, HMI0365, HMI0196, and HMI0364) and 10 nmol of each antagomir (miR-1, miR-208a, miR-133a, and/or miR-206) (MISSION® Synthetic microRNA Inhibitor, Human, Sigma-Aldrich) (HSTUD0046, HSTUD0365, HSTUD0196, and HSTUD0364) per well of a 12-well multiwell plate (Costar®, Corning Inc.), with 2 µl of lipofectamine 2000 (Invitrogen). miRNA expression analysis, differentiation assays, and *in vivo* transplantation were conducted 48 hours after transfection.

### 2.10 Viral vector transduction

To enable tracking of hMABs after injection *in vivo* and in real-time and to prove cell viability, hMABs were transduced with a murine leukemia virus (MLV)-derived retroviral vector containing enhanced green fluorescent protein (eGFP)-T2A-firefly luciferase (fLuc) (constructed and produced by the Leuven Viral Vector Core) applied at a 1:200 concentration for 72 hours (2.34e+08 TU/ml).

### 2.11 Distribution and viability of eGFP/fLuc human MABs *in vivo*

For *in vivo* bioluminescence imaging (BLI), mice were first anesthetized with 1.5% of isoflurane (Iso-Vet®, 100 mg/ml, Piramal Healthcare, London, UK) in 100% oxygen (flow rate of 2 L/min) and then given a single intravenous injection containing d-luciferin potassium salt (Promega, WI, USA) dissolved in PBS (126 mg/kg, 10 µL/g). Ten minutes after luciferin injection, mice were placed in the imaging chamber (IVIS® Spectrum, Perkin-Elmer, MA, USA). Next, consecutive frames were acquired for 60 seconds until the maximum signal intensity was reached. After drawing a region of interest (ROI) around the hindlimb muscles, the maximal radiance (p/s/cm^2^/sr) was measured within this region, and subsequent images were analyzed using Living Image® version 4.5 (Caliper Life Sciences, MA, USA). BLI data were obtained 1h, 1,3,7,14, and 21 days post injections. Mice were euthanized by cervical dislocation immediately after *in vivo* BLI and the hindlimb muscles were collected in OCT (Sakura Finetek).

### 2.12 Muscle function by an intact muscle test system (Aurora Scientific Instruments, Aurora, Canada)

EDL functionality was evaluated as previously described (39). Briefly, the EDL was immediately excised from each mouse, maintained in a storage solution in a temperature-controlled (30 °C) chamber containing the buffer solution, and continuously gassed with a mixture of 95% O_2_ and 5% CO_2._ The muscle was initially held for isometric contraction and was stimulated with a 0.5 ms single pulse to measure the isometric twitch force and contraction time. A second pulse was applied to check the consistency of the values obtained and to better balance muscle equilibration before applying tetanic stimulation.

The muscle was then subjected to a first train (0.6 s at 120 Hz) to induce unfused tetanus and to a second train (0.6 s at 180 Hz) to evoke the maximal tetanic force.

### 2.13 Statistical analysis

Statistical analysis and graphing of the results were performed using GraphPad Prism 7.0 (GraphPad Software, CA, USA). Two-tailed *t*-test or one-way ANOVA was used to compare interrelated samples, while two-way ANOVA was used to analyze multiple factors. Confidence intervals were fixed at 95% (*p* < 0.05). Data are reported as mean ± standard error of the mean (s.e.m). Refer to figure legends for specific information regarding the statistical test used.

## 3 Results

### 3.1 Characterization of extracellular vesicles from wild type, hypertrophic, dystrophic, and aged mice

In order to characterize the EV content from different mouse models, we started our analysis by isolating EVs from the plasma of age-matched control C57/bl6 mice (wild type; WT), *Mstn-null* mice (hypertrophic (Hyp)), *Sgcb-null* mice (dystrophic (Dys)), and aged C57/bl6 mice. EVs were characterized by NanoSight analysis, which revealed an average size of 100-200 nm for WT, dystrophic, and aged-derived EVs, further confirmed by electron microscopy analysis (**Figures 1A–C**). We observed that hypertrophic-derived EVs seem to be lower in concentration and this correlated with a significantly higher average size (**Figures 1B, C**). We further characterized these EVs for known extracellular vesicle and exosome markers, and all samples were positive for CD81, CD9, CD63, and negative for Calnexin, HSP90, and GM130 (**Figure 1D**).

**Figure 1:**
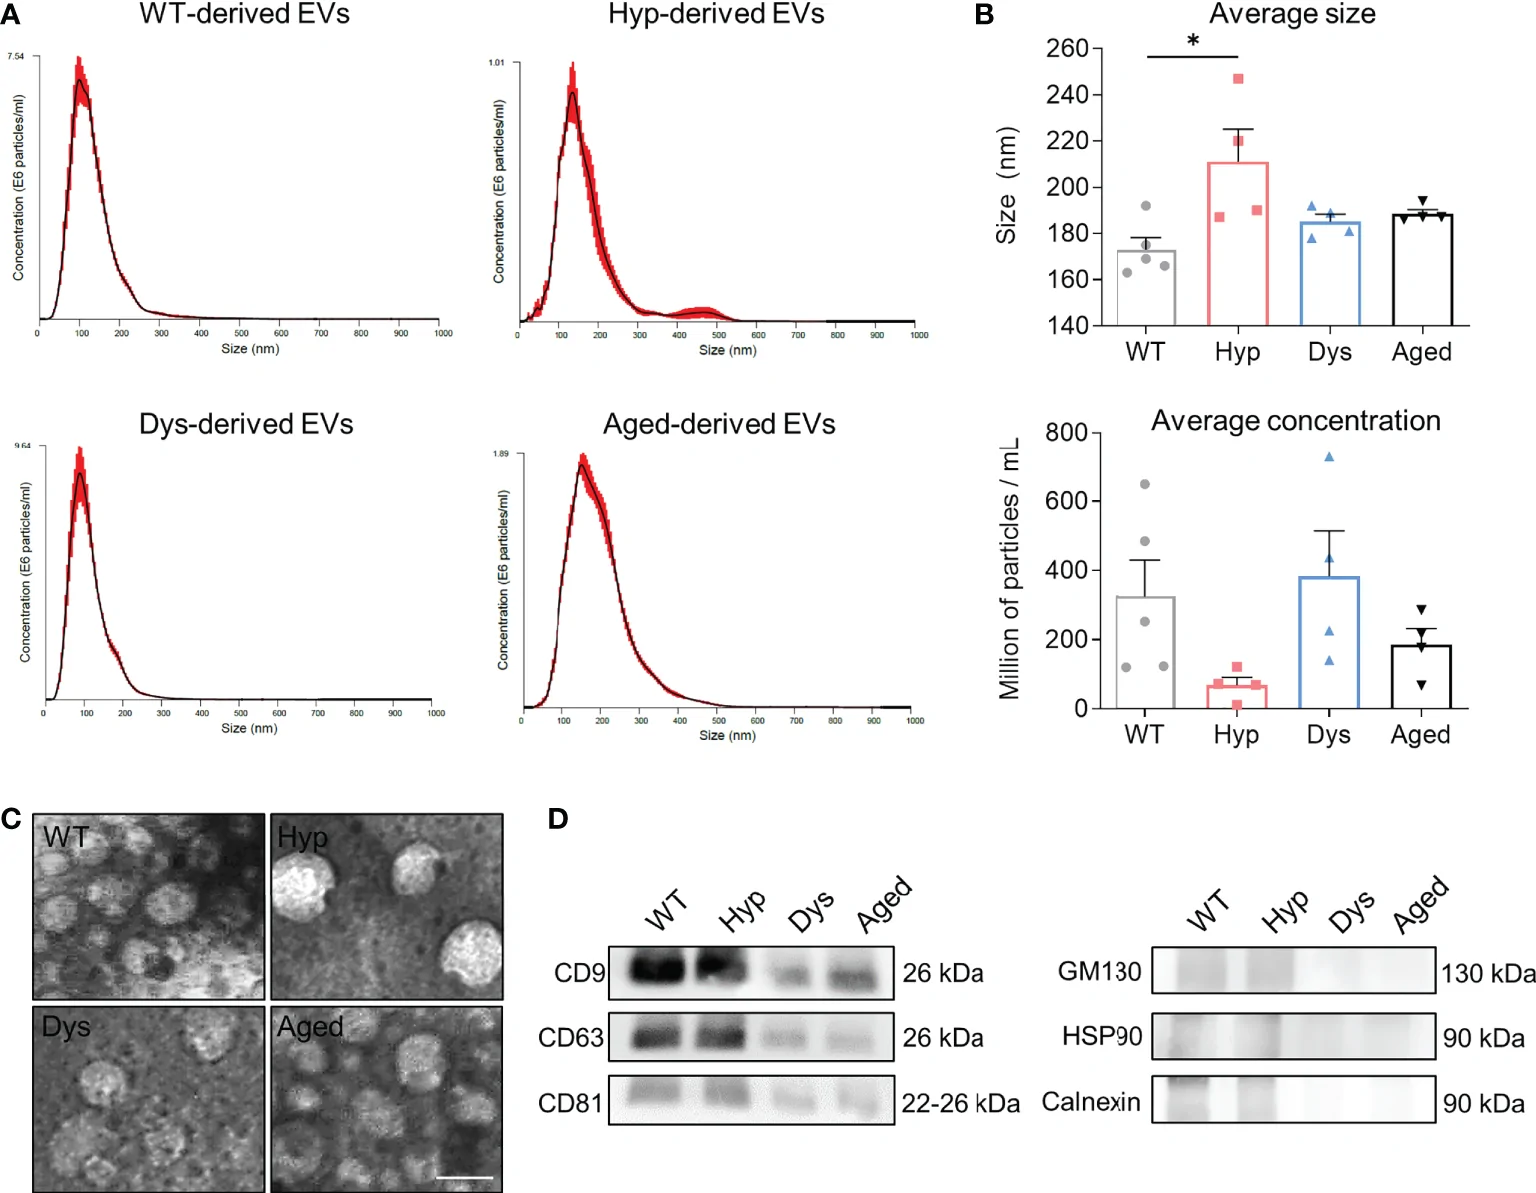
Characterization of extracellular vesicles derived from the plasma of different mouse models. **(A)** NanoSight analysis of the obtained extracellular vesicles (EVs), representative graphs of particle sizes in wild type (WT)-, hypertrophic (Hyp)-, dystrophic (Dys)-, and aged-derived EVs are shown. **(B)** Average size (upper graph) and concentration (lower graph) of EVs. One-way ANOVA was used and results are displayed as mean ± s.e.m (n=4 samples/group, EVs from 2-3 mice/sample; *p < 0.05). **(C)** Transmission electron microscopy analysis of EVs. Scale bars: 100 nm. **(D)** Western blot analysis of common positive (CD9, CD63, CD81) and negative (GM130, HSP90, Calnexin) markers for EVs and/or exosomes.

### 3.2 Extracellular vesicles from hypertrophic mice enhance myogenic differentiation in myogenic progenitors *in vitro*

We next tested the functional effect of EVs on murine myoblasts (C2C12 cells) and hMABs (**Figure 2**). First, we confirmed the ability of the myoblasts to uptake RFP-marked EVs to nearly 100% of efficiency in all conditions. Indeed, after 4 hours of EV treatment, we could successfully detect EVs in the cytoplasm of the treated cells (**Figures 2A, B**) and no differences were observed in terms of RPF-positive area vs total cell area across all samples (**Figure 2B**). After 48 hours of EV exposure, we induced myogenic differentiation in C2C12 cells. Our results showed that C2C12 cells treated with hypertrophic-derived EVs differentiated more efficiently, as reported by the increase in fusion index (the number of nuclei inside MyHC-positive myotubes (if 2 or more) over the total number of nuclei in a field of view) at day 3 and 5 of differentiation (**Figures 2C, D**). In contrast, cells treated with dystrophic and aged-derived EVs showed a decrease in fusion index at day 5 of differentiation (**Figures 2C, D**). In order to confirm our observation in murine myoblasts, we next tested the effects of EVs on hMABs (**Figures 2E, F**). In accordance with our previous findings, hMABs treated with hypertrophic-derived EVs 48 hours before differentiation displayed an increased myogenic differentiation as shown by immunofluorescence for MyHC and fusion index analyses at day 5 of differentiation (**Figures 2E, F**). Additionally, the exposure to dystrophic- and aged-derived EVs seemed to result in a detrimental effect on hMABs myogenic differentiation, when compared to controls and cells treated with hypertrophic-derived EVs (**Figures 2E, F**). MyHC expression was also altered upon pre-treatment with EVs (**Figure 2G**). Levels of MyHC protein were significantly higher in hypertrophic-derived EVs compared to dystrophic- and aged-derived EVs (**Figure 2H**). Our results show that hypertrophic-derived EVs modulate the differentiation of myogenic progenitors *in vitro*.

**Figure 2:**
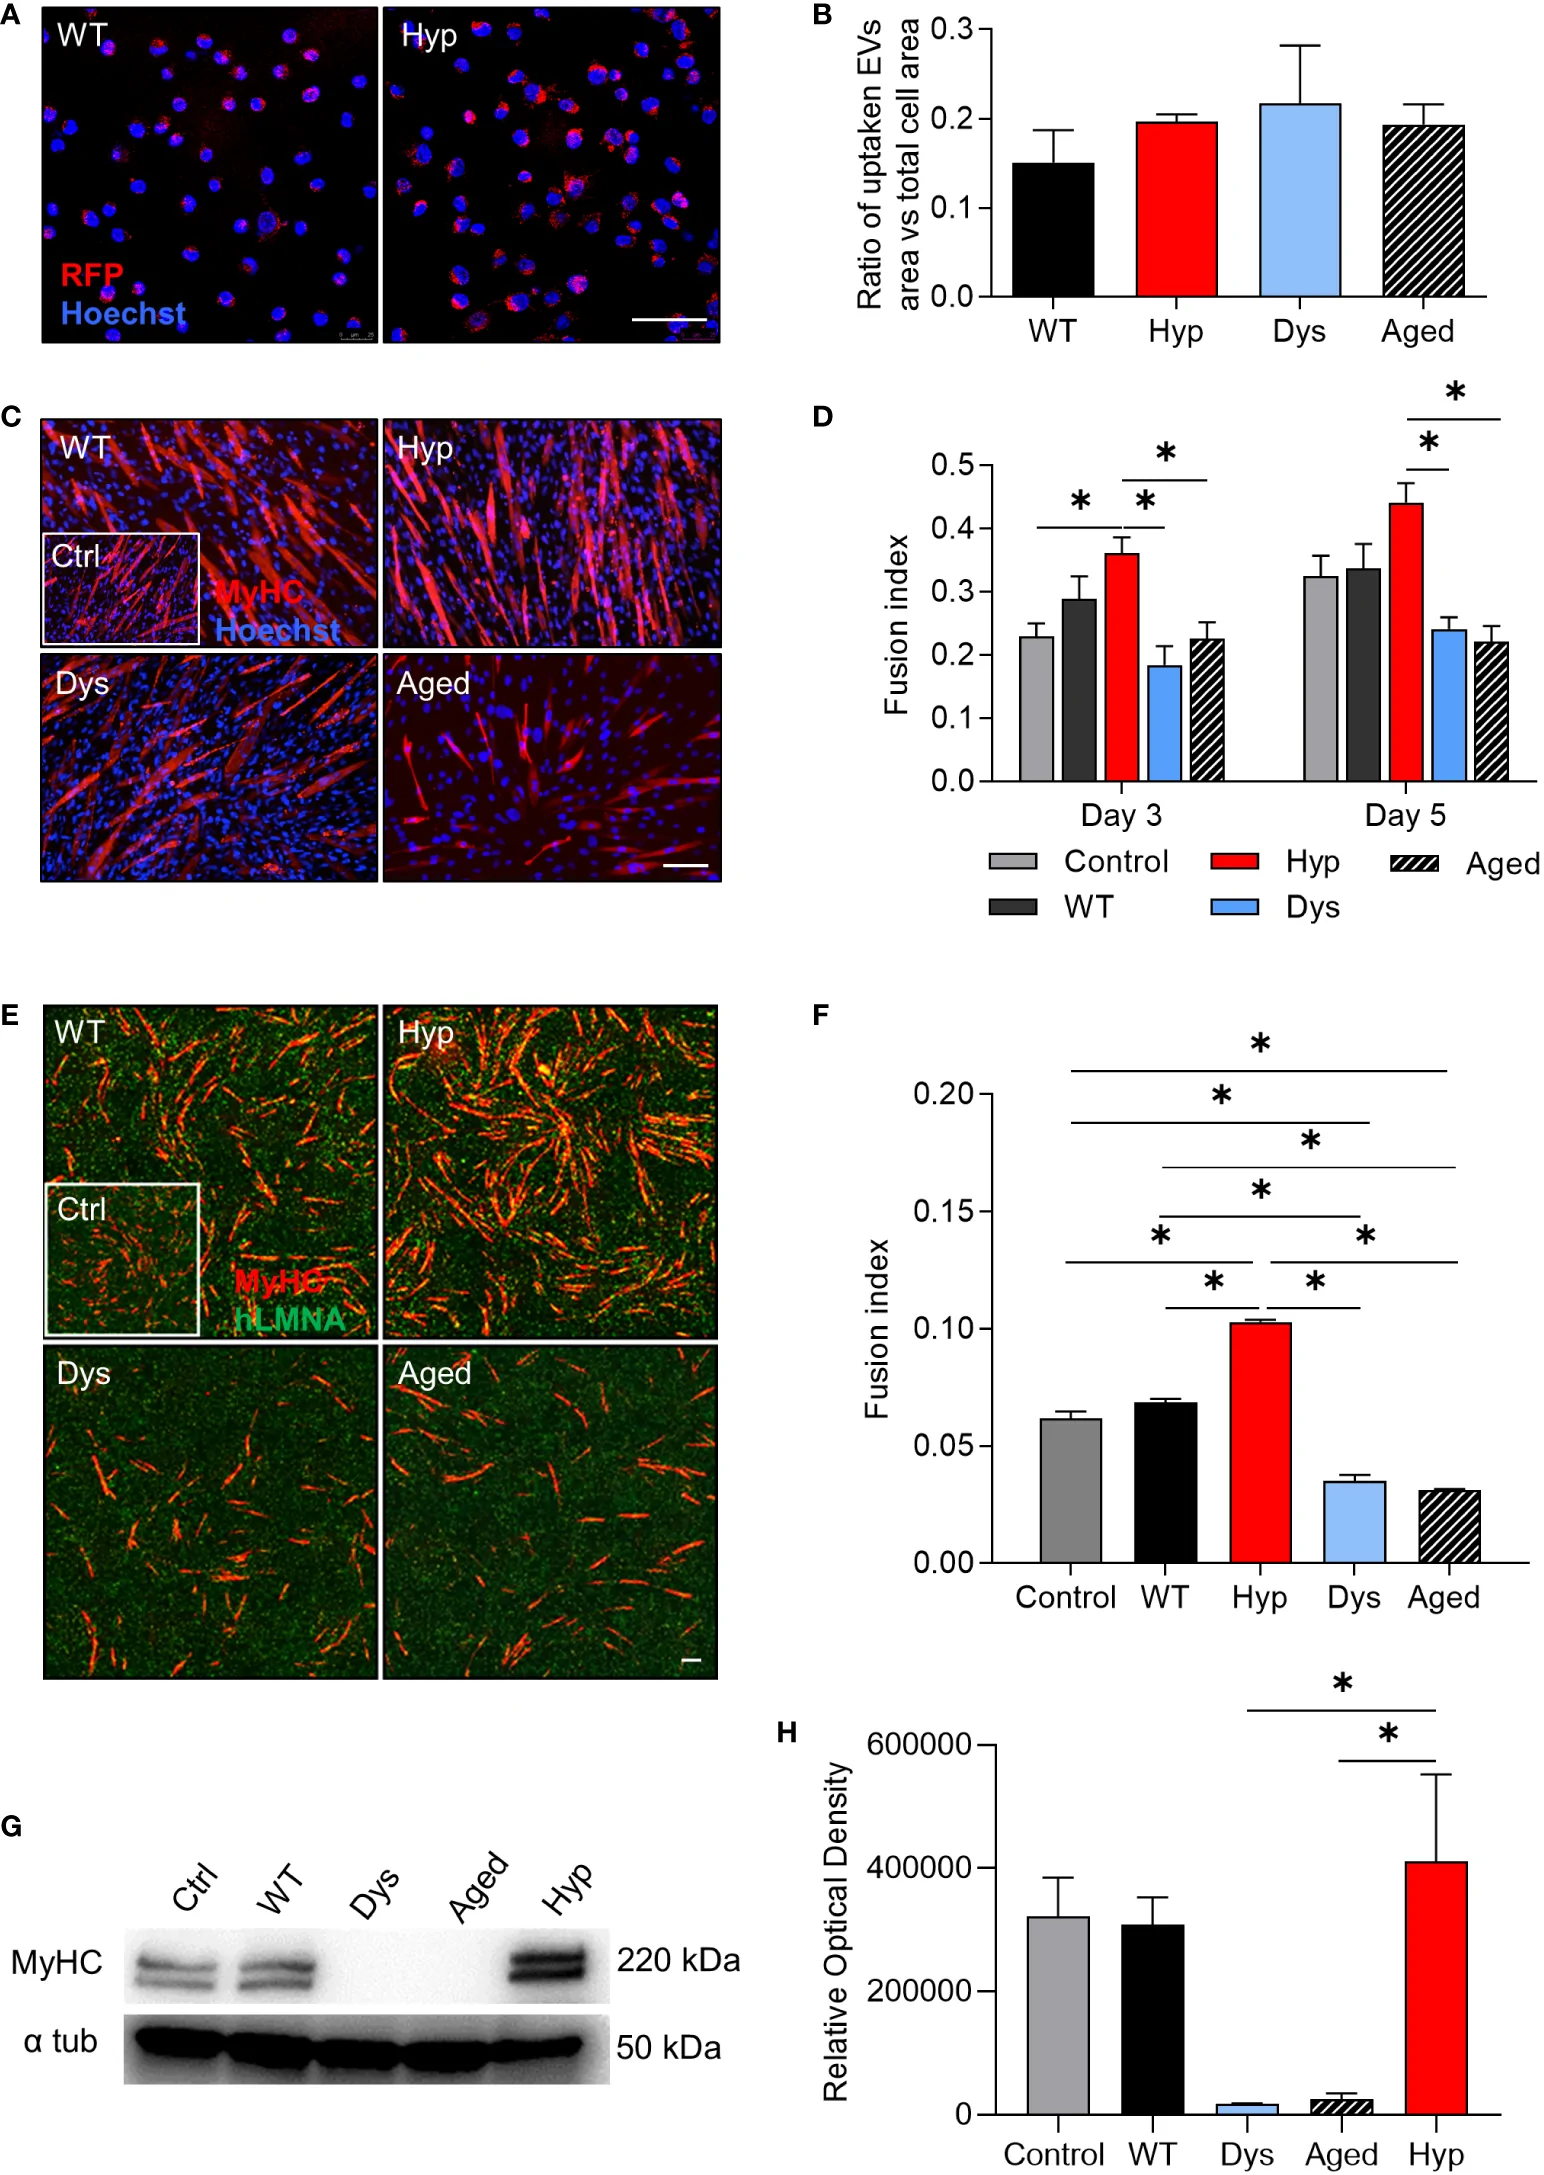
Effect of extracellular vesicle treatment on myogenic differentiation of progenitor cells. **(A)** Red fluorescent protein-marked extracellular vesicle (EV) uptake (red) from mouse myoblast cell line C2C12 after 4 hours of EV treatment. Representative confocal images of cells treated with wild type (WT)- and hypertrophic (Hyp)-derived EV samples are shown. Hoechst was counterstained in blue. **(B)** Quantification of EV uptake in C2C12 myoblasts after 4 hours of EV treatment (n=4 per group). **(C)** Myogenic differentiation of C2C12 cells incubated with WT-, Hyp-, dystrophic (Dys)-, and aged-derived EVs. Immunofluorescence analysis for myosin heavy chain (MyHC) (red). Hoechst was counterstained in blue. **(D)** Fusion index of differentiated C2C12 cells at days 3 and 5 of myogenic differentiation (n = 5). **(E)** Myogenic differentiation of human mesoangioblasts (hMABs) treated with EVs. Immunofluorescence analysis for MyHC (red) and human lamin A/C (green). **(F)** Fusion index of differentiated hMABs at day 12 (n = 3). **(G)** Example of a western blot for MyHC protein level at day 12 of myogenic differentiation. GAPDH was used as a loading control. **(H)** Quantification of MyHC western blot. For a, c, and e, scale bars: 50 µm. For b, d, f, and h one-way ANOVA was used and results are displayed as mean ± s.e.m (n=3-5, *p < 0.05).

### 3.3 RNAs are randomly integrated in circulating EVs

After observing the effects of hypertrophic-derived EVs, we next wondered which factors might be responsible for the observed phenotype. Hence, we deeply analyzed the content of the EVs in terms of mRNAs, proteins, and miRNAs. 

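RNA of plasma EVs was sequenced in 15 libraries, 3 from WT mice, 6 from dystrophic (Sgcb-null) mice and 6 from hypertrophic mice. By the paper's methods, each sample pooled the EVs of 2 to 3 mice that were 3 to 6 months old. For plasma, the methods list fewer mice of each genotype than 6 separate pools would need. Dystrophic-derived or hypertrophic-derived libraries may therefore share mice, while the tests here treat all libraries as independent. The paper's methods give the hypertrophic mice of these libraries as Mstn-null, while the sample labels give them as Magic-F1, so only the condition was used. The RNA was amplified before library preparation. The authors aligned the single reads with TopHat to the mouse genome mm10 and deposited, for each library, the number of reads counted on each gene symbol, without normalization. For 6 libraries, dystrophic replicates 4 to 6 and hypertrophic replicates 1 to 3, the library number in the sample's title differed from the number given to its counts, in a crossed way between these conditions. The condition was taken from the sample labels, and the results were also computed with these 6 libraries exchanged or left out. Between 27227 and 32563362 reads per library were counted on genes. The WT-derived libraries held 27227, 7738568 and 601506 reads. WT replicates 1 and 3 had 120 and 24.2 unaligned reads for each read counted on a gene, against 0.562 in WT replicate 2. This ratio ran from 0.535 to 1.18 in dystrophic-derived and from 0.780 to 5.81 in hypertrophic-derived libraries. The dystrophic-derived libraries held between 1170610 and 32563362 reads, with a median of 2419660, and the hypertrophic-derived libraries between 328710 and 6461652, with a median of 3513267. A count of 0, which allows up to 3 counts, therefore sets a limit of 110 CPM in WT replicate 1 and of 0.0921 CPM in dystrophic replicate 6. These limits cover counting error only, since reads copied from the same molecule during amplification are not independent. Sgcb (ENSMUSG00000029156.11, chromosome 5 from 73632749 to 73647790 of mm10), the gene targeted in the dystrophic mice, had 0 reads in 14 libraries, all 6 dystrophic-derived ones included, and 695 reads in hypertrophic replicate 3, or 365 CPM (95% Wilson interval 338 to 393). Because Sgcb was also at 0 in the 3 WT-derived libraries, its absence did not identify the dystrophic-derived ones. Mstn (ENSMUSG00000026100.6) had 0 reads in all 15 libraries.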

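Differential expression was tested with edgeR's quasi-likelihood test on the 6887 genes that passed its expression filter, with all 15 libraries in the model. The biological coefficient of variation over these genes was 3.04. At a Benjamini-Hochberg adjusted p-value under 0.05, 2 genes differed between hypertrophic-derived and WT-derived EVs, 1 gene between dystrophic-derived and WT-derived EVs, and 1 gene between hypertrophic-derived and dystrophic-derived EVs. At an unadjusted p under 0.05, these comparisons gave 552, 139 and 823 genes. The genes that differed from WT were the mitochondrial ribosomal RNAs mt-Rnr2 (ENSMUSG00000064339.1, chromosome M from 1094 to 2675) and mt-Rnr1 (ENSMUSG00000064337.1, chromosome M from 70 to 1024). The level of mt-Rnr2 was 133564 ± 4149 CPM (SD, n = 3) in WT-derived, 71845 ± 32065 CPM (SD, n = 6) in hypertrophic-derived and 67504 ± 32396 CPM (SD, n = 6) in dystrophic-derived EVs. Its log2 fold change against WT was −1.16 (standard error 0.15, adjusted p = 2.39e-10 from edgeR's quasi-likelihood test) in hypertrophic-derived and −1.05 (standard error 0.15, adjusted p = 4.18e-08 from the same test) in dystrophic-derived EVs. For mt-Rnr1, the log2 fold change was −1.21 (standard error 0.22, adjusted p = 0.000154 from the same test) in hypertrophic-derived EVs and −0.91 (standard error 0.22, adjusted p = 0.154) in dystrophic-derived EVs. These standard errors and p-values rest on a fit that shares the spread over genes. They do not directly measure the spread between libraries. The level of mt-Rnr2 ran from 33295 to 114559 CPM in hypertrophic-derived and from 35386 to 126248 CPM in dystrophic-derived libraries. With only the 108 genes of at least 10 counts in every library, neither gene passed against WT. Between hypertrophic-derived and dystrophic-derived EVs, only the hemoglobin gene Hbb-bs (ENSMUSG00000052305.6, chromosome 7 from 103826534 to 103828096) passed the threshold, with a log2 fold change of −1.01 (standard error 0.20, adjusted p = 0.00306 from edgeR's quasi-likelihood test). Alignments that were not unique were tallied apart from the genes. Reads that Hbb-bs shares with its paralog Hbb-bt may thus have been left out, so its level is uncertain. The level of Hbb-bs overlapped between these conditions, with 15932 to 46535 CPM in hypertrophic-derived and 31371 to 75123 CPM in dystrophic-derived libraries. With the labels of the 6 libraries with crossed numbers exchanged, the log2 fold change of Hbb-bs was 0.12. The alternative that moved these counts most was DESeq2 in place of edgeR, with 1031, 933 and 243 genes in the same order. Under DESeq2, none of mt-Rnr1, mt-Rnr2 and Hbb-bs was among them. Leaving out mitochondrial and hemoglobin genes before normalization removes every gene that edgeR called above. No other gene then passed, with 0 genes in each comparison (529, 127 and 815 at an unadjusted p under 0.05). Other splits of the same libraries into groups of the same sizes gave at least as many genes as the conditions did in 13 of 84, 52 of 84 and 39 of 100 splits, the real split included.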

Bulk RNA-seq revealed that the mRNAs loaded into EVs from the different conditions were not discriminative of each condition, suggesting that mRNAs are not likely driving the enhanced differentiation observed in C2C12s and hMABs upon EV treatment. 

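The number of genes with at least 1 read was 2875 ± 2031 (SD, n = 3) in WT-derived, 5039 ± 3094 (SD, n = 6) in dystrophic-derived and 3144 ± 2071 (SD, n = 6) in hypertrophic-derived libraries. Single libraries ranged from 797 genes in WT replicate 1 to 8968 genes in dystrophic replicate 6. With more than 50 reads required, the means were 1869, 3710 and 2541 genes. Across all libraries, 13281 genes had at least 1 read in at least 1 library, and 169 of them (1.27%) had a read in every library. Deeper libraries held more genes. The number of genes rose with the log10 of the reads counted, with Pearson's r = 0.715 (permutation p = 0.00219, adjusted 0.00365 over 10 relations) and Spearman's rho = 0.761 (permutation p = 0.00144, adjusted 0.0036). Without WT replicate 1 and dystrophic replicate 6, the libraries farthest from the median depth, r was 0.573 (permutation p = 0.0422, adjusted 0.0469). Within the 9 libraries whose counts carry the lower library numbers, all WT-derived and dystrophic-derived ones, r was 0.690 (exact permutation p = 0.031, adjusted 0.0388), while Spearman's rho was 0.683 and did not pass the threshold (exact permutation p = 0.0503, adjusted 0.0559). Within the 6 hypertrophic-derived libraries, whose counts all carry the higher numbers, r was 0.923 (exact permutation p = 0.0181, adjusted 0.0259). Within the 6 dystrophic-derived libraries, the relation did not pass the threshold (r = 0.600, exact permutation p = 0.175, adjusted 0.175). After every library was sampled down to 27227 reads, the dystrophic-derived libraries still ranged from 676 to 4548 genes.

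**Figure D1:**
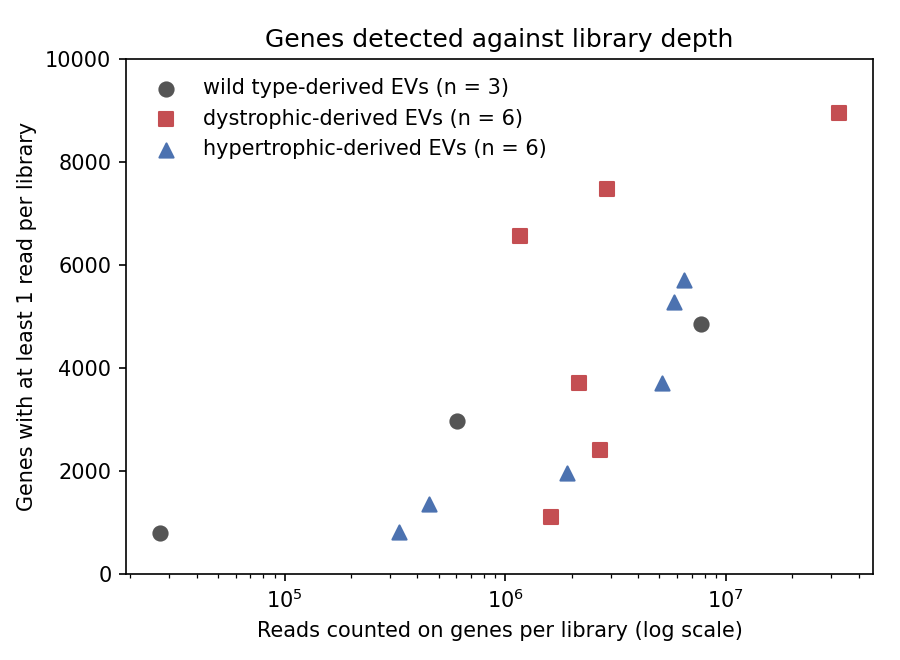
Number of genes with at least 1 read against the number of reads counted on genes (log scale), with 1 point for each of the 15 libraries. Libraries of similar depth differ widely, as for dystrophic replicate 4, with 1103 genes from 1608699 reads, and dystrophic replicate 1, with 6567 genes from 1170610 reads.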

Our results showed that EVs from all conditions were rather low in content of mRNA, with about 2000 to 6000 uniquely aligned transcripts. 

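The mean number of genes in hypertrophic-derived libraries was 1.09 times that in WT-derived libraries (exact two-sided permutation test, p = 0.881, n = 6 and 3) and 0.624 times that in dystrophic-derived libraries (exact two-sided permutation test, p = 0.234, n = 6 and 6). Both differences were smaller than the spread between replicates. With all libraries sampled down to the same depth, the ratios were 1.18 and 0.699. For the total number of reads counted on genes in place of the number of genes, the ratios of means were 1.20 and 0.466. These means rested on single deep libraries, WT replicate 2 with 7738568 reads and dystrophic replicate 6 with 32563362 reads. By medians, hypertrophic-derived libraries held the most reads, with 3513267 against 601506 in WT-derived and 2419660 in dystrophic-derived ones. The ratio of genes detected to WT also rested on single libraries, since it was 0.803 without WT replicate 1 and 1.67 without WT replicate 2. With the labels of the 6 libraries with crossed numbers exchanged, the ratios of genes detected were 1.47 and 1.08. Pooled over the libraries of each condition, 6001 genes had at least 1 read in WT-derived, 11880 in dystrophic-derived and 8958 in hypertrophic-derived EVs, a count that grows with the number of libraries.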

Interestingly, hypertrophic-derived EVs contained more than double the number of mRNAs than control WT-derived and dystrophic-derived EVs (**Supplementary Figure 1A**). Principal component analysis revealed a rather contingent clustering of the samples, suggesting that the mRNA profile was very variable within each condition (**Supplementary Figure 1B**). 

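On the log2 CPM of the 6887 genes, the first principal component held 34.8% of the variance and the second 7.08%. The mean distance between libraries of the same condition was 399.6 ± 60.7 (SD, 33 pairs) and between libraries of different conditions 398.5 ± 60.7 (SD, 72 pairs). Of the total squared distance between libraries, 14.4% lay between conditions, against a mean of 14.3% when the condition labels were permuted (one-sided permutation test, p = 0.38). Spearman's correlation between libraries, across genes, had a median of 0.336 and ranged from 0.269 to 0.536. With the labels of the 6 libraries with crossed numbers exchanged, the share between conditions was 11.1%, and with only the 9 libraries with matching numbers it was 22.2%, against a permutation mean of 25.0%. Between the 2 series of library numbers in the sample titles lay 4.83% of the squared distance (permutation p = 0.957). The series of numbers given to the counts could not be tested apart from condition, since the higher series holds exactly the 6 hypertrophic-derived libraries. The first principal component followed the number of genes detected, with Pearson's r = 0.981 and Spearman's rho = 0.993 over the 15 libraries (permutation p = 1e-05 for both, the smallest that 100000 permutations give). Without dystrophic replicates 5 and 6, r was 0.997. Within the 6 dystrophic-derived libraries r was 0.974 (exact permutation p = 0.00139), and within the 6 hypertrophic-derived ones 0.998 (exact permutation p = 0.00139). Genes at 0 enter both the number of genes detected and the log2 CPM behind the component. A high correlation therefore follows in part from how the measures are built, and the p-values are not an independent test.

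**Figure D2:**
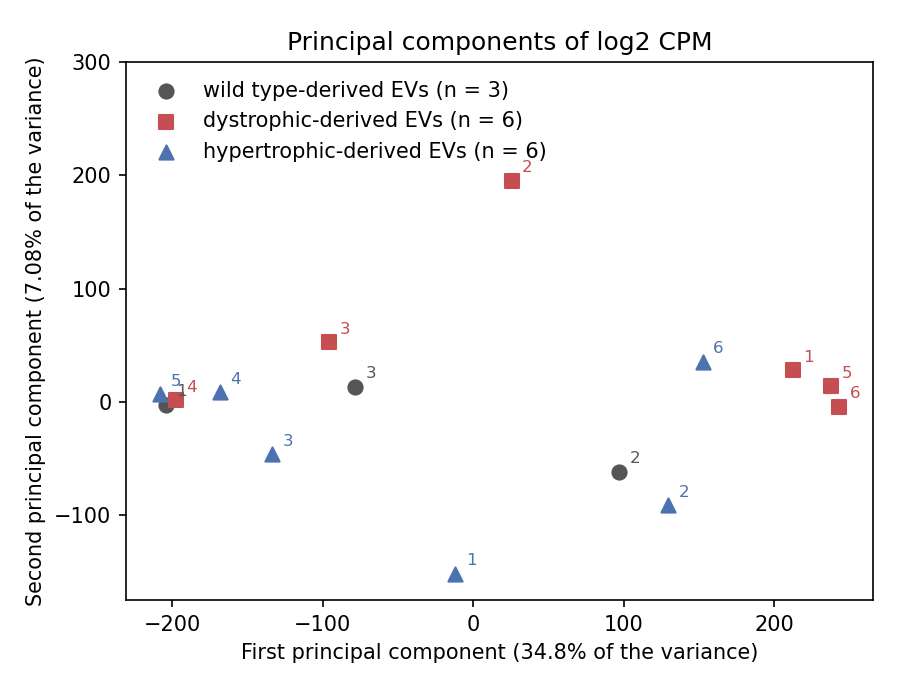
First and second principal components of log2 CPM, with 1 point per library, labelled by replicate number. Libraries of the 3 conditions are mixed along the first component, which runs from the libraries with the fewest genes, such as WT replicate 1 with 797, to dystrophic replicate 6 with 8968.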

Based on this observation, a differentially expressed analysis of the transcripts would not lead to any solid conclusions, therefore we opted for deeply profiling the content of each condition. Analysis of the 30 most abundant transcripts in each condition revealed that all samples expressed medium to high levels of mitochondrial RNA and hemoglobin Hbb-bs (**Supplementary Figure 1D**). 

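Ranked by mean CPM over the libraries of a condition, 23 genes were among the 30 most abundant in all 3 conditions. Each condition's 30 genes included 4 mitochondrial and 4 hemoglobin genes, and together they took 47.8% of the reads counted on genes in WT-derived, 36.4% in dystrophic-derived and 36.8% in hypertrophic-derived EVs. The gene with the highest mean was mt-Rnr2 in each condition. It was followed by mt-Rnr1, Tmsb4x (ENSMUSG00000049775.16), Hbb-bs and Ctla2a (ENSMUSG00000044258.10) in WT-derived EVs, by Hbb-bs, mt-Rnr1, Tmsb4x and Hba-a1 (ENSMUSG00000069919.7) in dystrophic-derived EVs, and by mt-Rnr1, Tmsb4x, Hbb-bs and B2m (ENSMUSG00000060802.8) in hypertrophic-derived EVs. The 37 mitochondrially encoded genes took 21.2% ± 1.56 (SD, n = 3) of the reads in WT-derived, 11.3% ± 4.70 (SD, n = 6) in dystrophic-derived and 12.1% ± 5.01 (SD, n = 6) in hypertrophic-derived libraries. The lowest WT-derived library had 19.8%, and the highest of the others had 19.2%. The differences from WT were −9.92 percentage points for dystrophic-derived and −9.10 for hypertrophic-derived EVs (exact two-sided permutation tests, p = 0.0238 each, the smallest that this test allows for 6 libraries against 3, adjusted p = 0.0357 over 3 comparisons). As a share of the reads without hemoglobin genes, the adjusted exact permutation p was 0.0714 for both. The shares of hypertrophic-derived and dystrophic-derived libraries did not differ (exact permutation p = 0.771, adjusted 0.771). Among libraries of the lower number series by their titles, which held all 3 WT-derived ones, the 3 dystrophic-derived libraries ranged from 6.43% to 13.7% and the 3 hypertrophic-derived ones from 5.88% to 19.1%. Hbb-bs was counted in every library and took between 1.13% and 7.51% of the reads. Its mean share was 2.99% ± 1.76 (SD, n = 3) in WT-derived, 4.88% ± 2.03 (SD, n = 6) in dystrophic-derived and 3.02% ± 1.22 (SD, n = 6) in hypertrophic-derived libraries, and none of the 3 differences passed an exact permutation test (adjusted p = 0.273 for hypertrophic-derived against dystrophic-derived, 0.429 for dystrophic-derived against WT-derived, and 1.0 for hypertrophic-derived against WT-derived).

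**Figure D3:**
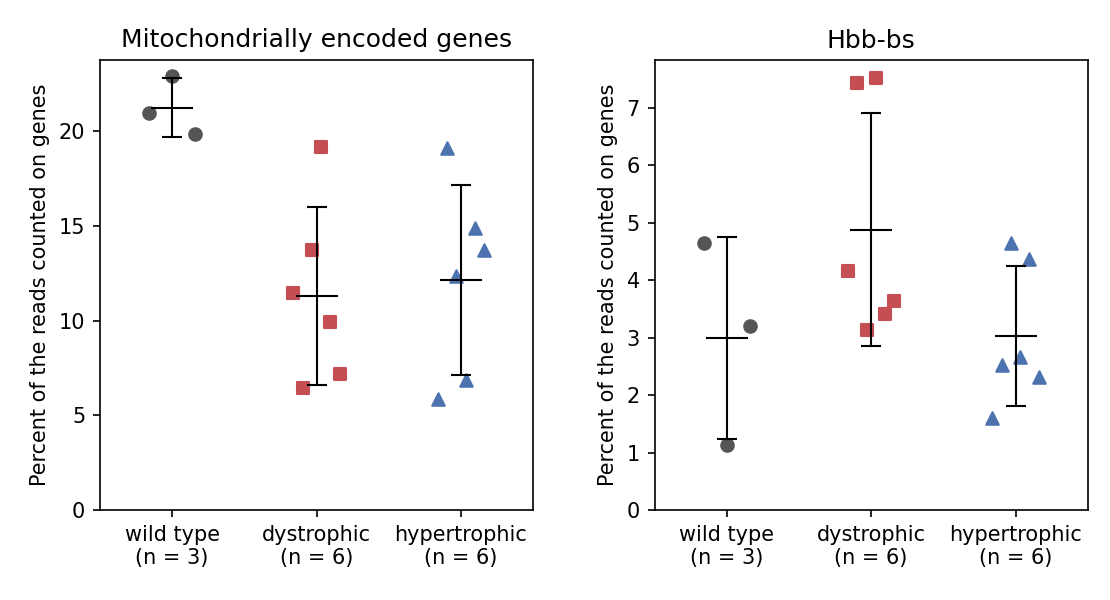
Share of the reads counted on genes that fell on mitochondrially encoded genes (left) and on Hbb-bs (right), with 1 point per library and bars for the mean and SD of each condition. All 3 WT-derived libraries lie at or above 19.8% for mitochondrial genes, and the Hbb-bs shares overlap between conditions.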

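The number of genes with more than 50 reads in a library ranged from 66 in WT replicate 1 to 7386 in dystrophic replicate 6. Genes with 1 to 9 reads made up a mean of 20.9% of the genes detected in a library. Since the paper's text does not say how the libraries of a condition were combined at the cut-off, a gene was assigned to a condition when its mean count over that condition's libraries was above 50. By this rule, the set of WT-derived EVs held 4224 genes, that of dystrophic-derived EVs 7387 genes and that of hypertrophic-derived EVs 5884 genes. The first sizes rested on single deep libraries. Without WT replicate 2 the WT-derived set held 1056 genes, and without dystrophic replicate 6 the dystrophic-derived set held 4226. The hypertrophic-derived set held between 4818 and 6166 genes with 1 of its libraries left out.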

In order to understand better the specific content of our samples, we selected a cut-off of >50 reads and analyzed the expressed genes. Notably, only 2.3% of the genes were shared between all conditions, and while dystrophic and WT-derived EVs shared about 25% of genes, hypertrophic-derived EVs only had 1.3% and 3.9% of genes in common with WT and dystrophic-derived EVs, respectively (**Supplementary Figure 1C**). 

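The 3 sets together held 9240 genes. Of these, 2709 genes (29.3%) were in all 3 sets, 714 (7.73%) only in the WT-derived and dystrophic-derived sets, 261 (2.82%) only in the hypertrophic-derived and WT-derived sets, and 1862 (20.2%) only in the hypertrophic-derived and dystrophic-derived sets. Another 540 genes (5.84%) were in the WT-derived set alone, 2102 (22.7%) in the dystrophic-derived set alone and 1052 (11.4%) in the hypertrophic-derived set alone. The share of genes in all 3 sets was 11.5% of a union of 373 genes when a gene had to exceed 50 reads in every library of a condition, and 40.3% of a union of only 77 genes when every library was sampled down to the smallest depth. Single libraries carried much of the overlap. Without WT replicate 2, the genes in all 3 sets made up 9.56% and those shared only by hypertrophic-derived and dystrophic-derived EVs 42.5%. Without dystrophic replicate 6, the genes shared only by hypertrophic-derived and WT-derived EVs made up 9.66%.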

Our analysis suggests that the incorporation of mRNA in the EVs cargo is a stochastic event that might depend on multiple factors and might not be necessarily related to the underlying phenotype.

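The mean Jaccard index, the share of the genes of either library that both held, was 22.2% over the 33 pairs of libraries of the same condition and 20.6% over the 72 pairs of libraries of different conditions, for the genes with more than 50 reads. Distances from this index separated the conditions no more than permuted labels did (one-sided permutation test, p = 0.408). Of the 13281 genes detected, 3164 (23.8%) had reads in only 1 library. Genes abundant in some libraries were at 0 in others. In 90572 pairs of a gene and a library, the other libraries of the condition predicted at least 10 reads, and the gene had 0 reads in 56.1% of these pairs, where Poisson sampling of reads alone gives 8.78e-05%. Among genes for ribosomal proteins the share was 7.04% of 1151 pairs. Of 86 genes for ribosomal proteins, 40 were at 0 in some libraries, in 23 different patterns over the libraries. The mRNAs of the EV markers differed in the same way. Cd9 (ENSMUSG00000030342.8) was counted in all 15 libraries, at 3924 to 33354 CPM, while Cd63 (ENSMUSG00000025351.14) was at 0 in 5 libraries and Cd81 (ENSMUSG00000037706.17) at 0 in 4. From its analysis of these libraries, the paper proposes that mRNA enters EVs by chance and that the mRNA content need not follow the mouse's phenotype.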

### 3.4 Characterization of the protein content of EVs

To identify EV-specific protein signatures, mass spectrometry analysis was performed. Mass spectrometry analysis on EVs from all conditions allowed the identification of 154 protein clusters in total, only considering proteins (no crapome hits) containing at least 2 identified peptides with an FDR < 1% and displaying 95% protein probability (or more). Using a cut-off value based on spectral counts (spectral counts > 0 in at least two replicates per condition), 133 protein clusters were withheld of which 79 were present in all conditions, 3 were specific for Hyp-derived EVs, 9 for WT-derived EVs, 2 were only found in EVs from aged mice, and 8 in Dys-derived EVs (**Supplementary Figure 1E**). Surprisingly, we detected a common marker in all preparations, CD5 antigen-like, as well as a high number of immunoglobulins (23%, 28%, 30%, and 34% of all protein clusters in Hyp, Dys, Aged, and WT, respectively) (data not shown). Immunoprecipitation of EVs revealed that immunoglobulins were not present on the surface of the EVs (data not shown). Applying a Kruskal-Wallis non-parametric analysis on the total list of identified proteins, 2 of them showed a significant (p < 0.05) difference among the different conditions: integrin alpha 2b and antithrombin-III (**Supplementary Figure 1F**). Integrin alpha 2b showed increased levels in EVs of dystrophic mice and, to a lesser extent, in hypertrophic samples, but was completely absent in EVs of aged and WT mice. Antithrombin-III showed increased levels in hypertrophic mice.

However, none of these proteins had any significant relevance to muscle-related conditions. Therefore, it is unlikely that the EV-derived proteins caused the hypertrophic phenotype we observed *in vitro*.

### 3.5 miRNAs derived from EVs influence the myogenic propensity of target cells

Since miRNAs have been heavily implicated in orchestrating myogenesis, we focused on the potential involvement of muscle-specific miRNAs in the previously observed phenomena (**Figure 2**). We began our analysis by investigating miR-208a, miR-1, miR-133a, and miR-206, all of them described to be implicated in myogenesis and myogenic differentiation. We next validated the expression levels of these miRNAs by means of TaqMan-based qPCR, and we confirmed high levels of miR-1, miR-133a, and miR-208a in hypertrophic-derived EVs compared to the other conditions, while high levels of miR-206 could be found in dystrophic-derived EVs compared to the other conditions (**Figure 3A**). Furthermore, we checked the expression of such miRNAs in skeletal muscle tissue to elucidate whether the presence of the determined miRNAs in the plasma-derived EVs could be tissue-specific (**Supplementary Figure 3A**). These results suggest that the content of miRNAs loaded into the EVs is directly correlated to the content of muscular miRNAs, and further suggest that the origin of the EVs enriched with the selected miRNAs could be the skeletal muscle. Interestingly, when analyzing the miRNA content of plasma-derived EVs from a different mouse model of muscle hypertrophy (Magic-F1) (40), we identified the very same miRNA signature, namely an upregulation of miR-1 and miR-208a and downregulation of miR-206 compared to control WT-derived EVs (**Supplementary Figure 3B**).

**Figure 3:**
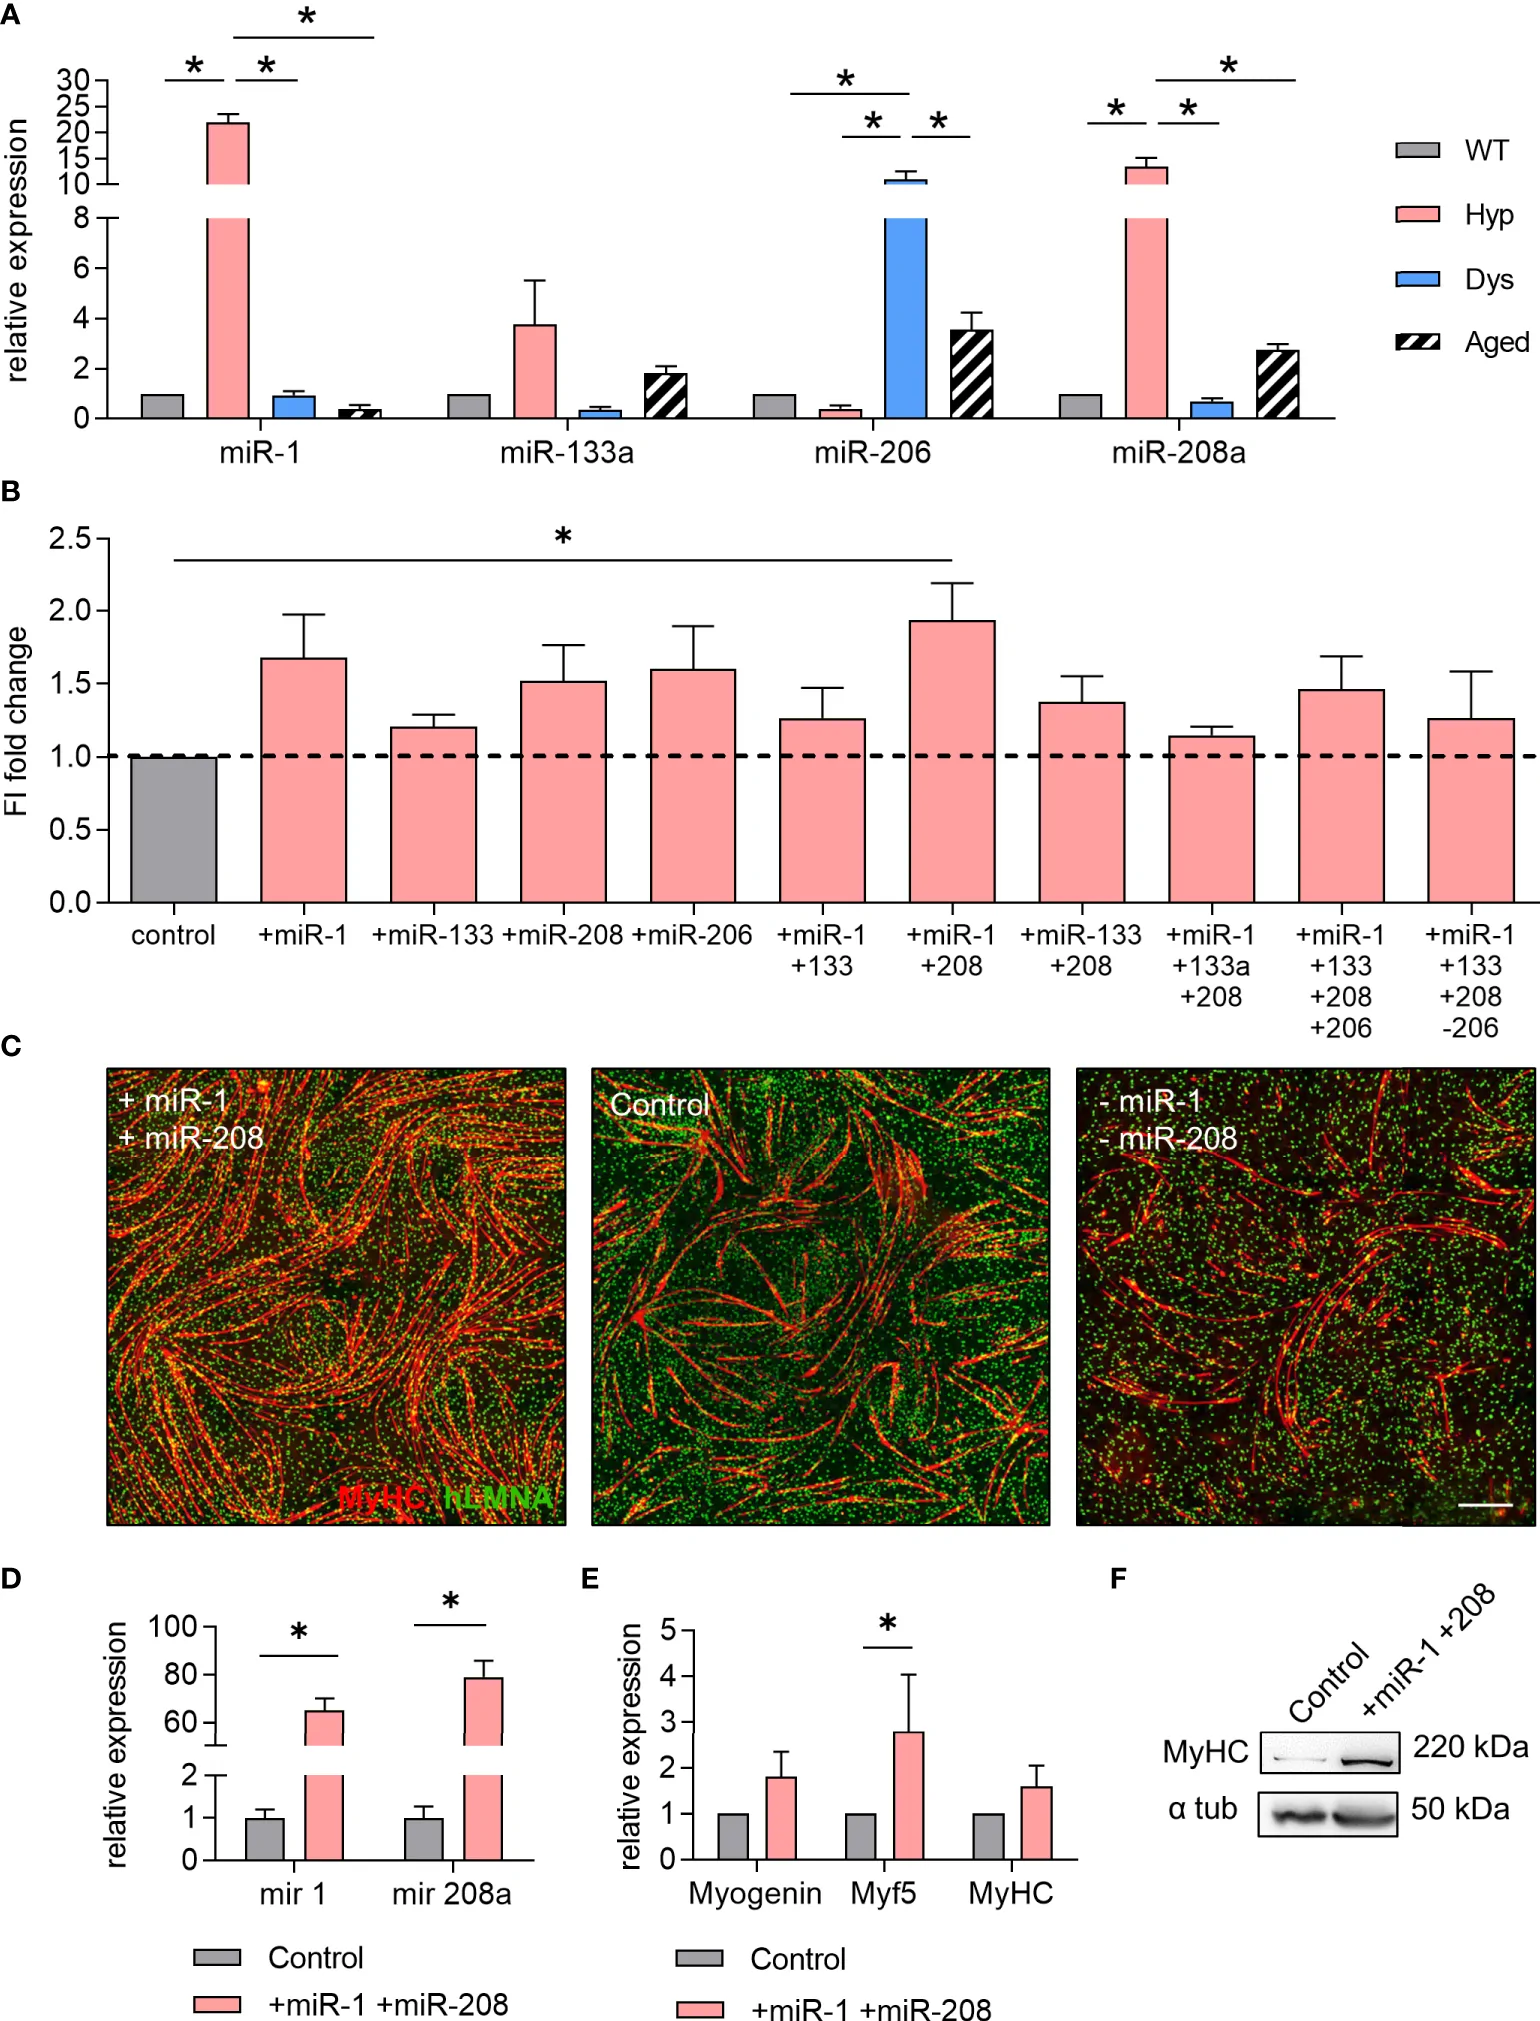
miR-1 and miR-208a increase the myogenic differentiation of human mesoangioblasts *in vitro.* **(A)** TaqMan qPCR analysis for the quantification of the selected microRNAs (miRNAs) miR-1, miR-133a, miR-206, and miR-208a in wild type (WT)-, hypertrophic (Hyp)-, dystrophic (Dys)-, and aged-derived extracellular vesicles (EVs). One-way ANOVA was used and results are displayed as mean ± s.e.m (n = 5, *p < 0.05). **(B)** Fusion index of differentiated human mesoangioblasts (hMABs) treated with combinations of miRNA mimics and antagomirs for miR-1, miR-133a, miR-206, and miR-208a (mimics are denoted by a + sign, antagomirs by a – sign). One-way ANOVA was used and results are displayed as mean ± s.e.m (n = 4, *p < 0.05). **(C)** Representative images of immunofluorescence analysis for myosin heavy chain (MyHC) (red) and human lamin A/C (green) in differentiated hMABs after miRNA treatments with miRNA mimics and antagomirs for miR-1 and miR-208. Hoechst was counterstained in blue. Scale bars: 100 µm. **(D–F)** Differentiation of hMABs treated with miR-1 and miR-208 mimics resulted in higher levels of miR-1 and miR-208 **(D)** and an increase in mRNA expression **(E)** and protein level **(F)** of myogenic markers. Two-tailed Student’s t-test was used and results are displayed as mean ± s.e.m (n = 5, *p < 0.05).

We next tested the effects of this set of miRNAs on hMABs: combining mimics and antagomir oligonucleotides, we aimed to upregulate and downregulate miR-1, miR-133a, miR-206, and miR-208a using several different combinations of them (**Figure 3B**). Our results showed that from all the different combinations tested, the simultaneous upregulation of miR-1 and miR-208a significantly increased the myogenic differentiation of hMABs resulting in a 2-fold increase of the fusion index at day 12 of differentiation (**Figures 3B, C**). Upregulation of miR-1 and miR-208a was confirmed (**Figure 3D**) and resulted in a significant increase in Myf5 gene expression (**Figure 3E**). Furthermore, protein detection by WB analysis in differentiated hMABs treated with miR-1 and miR-208a compared to non-treated hMABs additionally confirmed these results (**Figure 3F**). Taken together, our results indicate that the enhanced myogenic differentiation of myogenic progenitors observed *in vitro* upon treatment with EVs is driven by miRNAs, with miR-1 and miR-208a being the main candidates.

In order to get a better understanding of miRNAs included in the EVs from all conditions, we deeply profiled the miRNA content by performing a SYBR green I-based analysis of >700 miRNAs present in EVs (**Supplementary Figure 2A**). Our high-throughput analysis did not show clear differences among samples; however, a small set of miRNAs were found more abundant in the circulating EVs from *Mstn-null* mice. In particular, miR-150* and miR-30e* were highly enriched in hypertrophic samples, while miR-574-5p was downregulated in hypertrophic samples (**Supplementary Figure 2B**). However, upon modulation of these miRNAs on the *in vitro* differentiation of MABs, we did not detect any myogenic effects (**Supplementary Figures 2C, D**).

### 3.6 EV-derived microRNA modulation of human mesoangioblasts is beneficial for muscle regeneration *in vivo* in cardiotoxin-injured aged mice

Next, we wanted to elucidate whether our selected miRNAs were able to enhance the myogenic contribution of hMABs *in vivo*. Recent evidence has shown that hMABs derived from young donors engraft and regenerate skeletal muscle when injected into dystrophic mice (11). Additionally, the enhanced myogenic performance of hMABs from young donors, with respect to hMABs from elderly donors can be assessed in the presence of an acute injury. Thus, in order to see whether the identified miRNAs are able to increase muscle hypertrophy when administered *in vivo*, we injected miRNA-treated and non-treated MABs intramuscularly in immunodeficient aged mice (≥ 18 months old) after an acute muscle injury induced by cardiotoxin (**Figures 4**, **5**). In order to monitor the biodistribution and the survival of the injected MABs, we established MABs stably expressing eGFP and luciferase (Luc) reporter proteins by retroviral vector transduction. GFP+ Luc+-transduced MABs were still capable of differentiating into fully-formed chimeric myotubes (**Figure 4A**). Forty-eight hours before injections, GFP+ Luc+ MABs were treated with miR-1 and miR-208a mimics, and cardiotoxin damage was induced in the hindlimb muscles of aged mice. Forty-eight hours later, miRNA-treated MABs and non-treated control MABs were injected intramuscularly into the hindlimb muscles (TA, GM, and Q) of aged mice. The distribution and survival of treated MABs were monitored by bioluminescence up to day 21 (**Figure 4B**). We did not detect any significant differences in the survival of treated and non-treated MABs at this time point; however, we observed a peak of the signal in both conditions at day 3 (**Figure 4B**). At day 21 (and furthermore at day 35), aged mice were euthanized and muscles were dissected. We noticed a significant increase in the weight of the hindlimb muscles injected with miRNA-treated MABs compared to the non-treated MABs, as well as controls (**Figure 4C**). Functionally, we observed that EDL muscles of the limbs injected with miRNA-treated MABs showed a stronger tetanic force trend (**Figure 4D**). MAB localization and presence in the injected muscles were visualized by immunofluorescence analysis for hLMNA and laminin. Both miRNA-treated and non-treated MABs were mainly detected in the interstitial space among fibers (**Figure 5A**). Interestingly, morphometric analysis of the injected muscles revealed that injected TA muscles with treated MABs showed a higher frequency of fibers with a larger cross-sectional area in comparison to TA muscles injected with non-treated MABs, as well as an overall increase in fiber cross-sectional area (CSA), at day 21 (**Figures 5B–D**).

**Figure 4:**
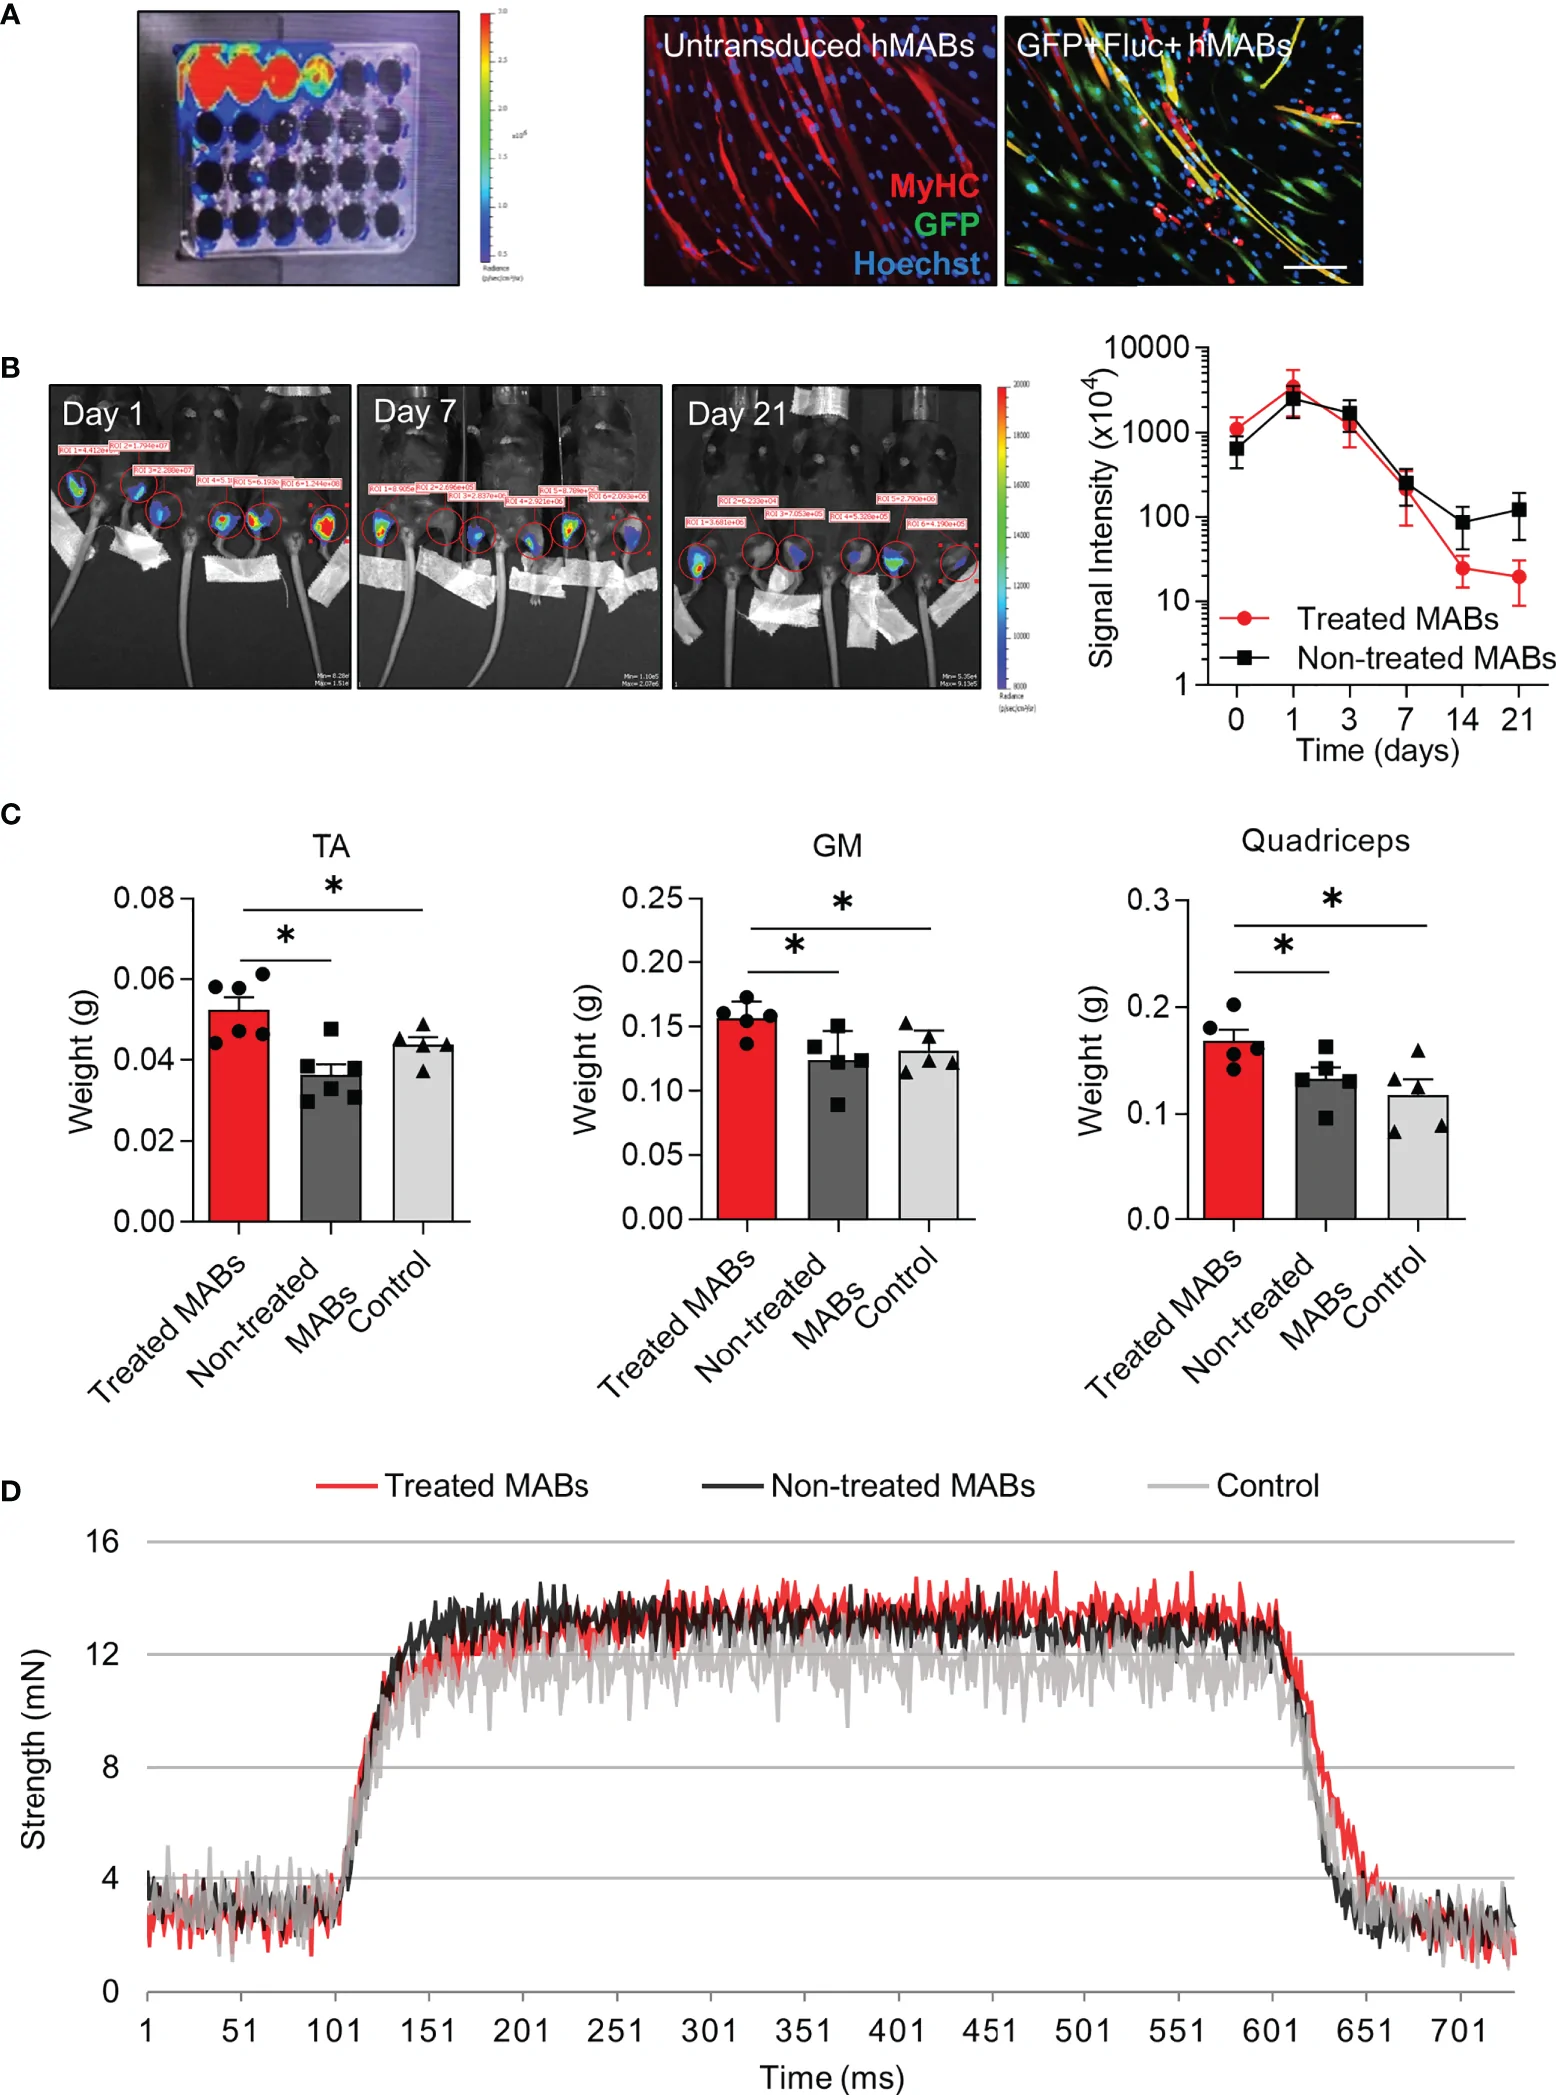
Cell transplantation of microRNA-treated and non-treated human mesoangioblasts in aged mice after acute injury. **(A)** Bioluminescence of human mesoangioblasts (hMABs) cultured *in vitro* transduced with the enhanced green fluorescent protein (eGFP)/firefly luciferase vector (left) and immunofluorescence analysis for myosin heavy chain (MyHC) (red) and GFP (green) in differentiated hMABs with and without transduction. Hoechst was counterstained in blue. Scale bars: 50 µm. **(B)** *In vivo* bioluminescence imaging at days 7, 14, and 21 in injected mice (left) and signal quantification (right). Left limbs received microRNA-treated MABs, right limbs received non-treated MABs. **(C)** Weight of hindlimb muscles after mice were sacrificed at day 21. TA: Tibialis anterior, GM: Gastrocnemius. **(D)** Functional analysis of extensor digitorum longus *via* evaluation of tetanic force. One-way ANOVA was used and results are displayed as mean ± s.e.m (n = 5-6 muscles/group, *p < 0.05).

**Figure 5:**
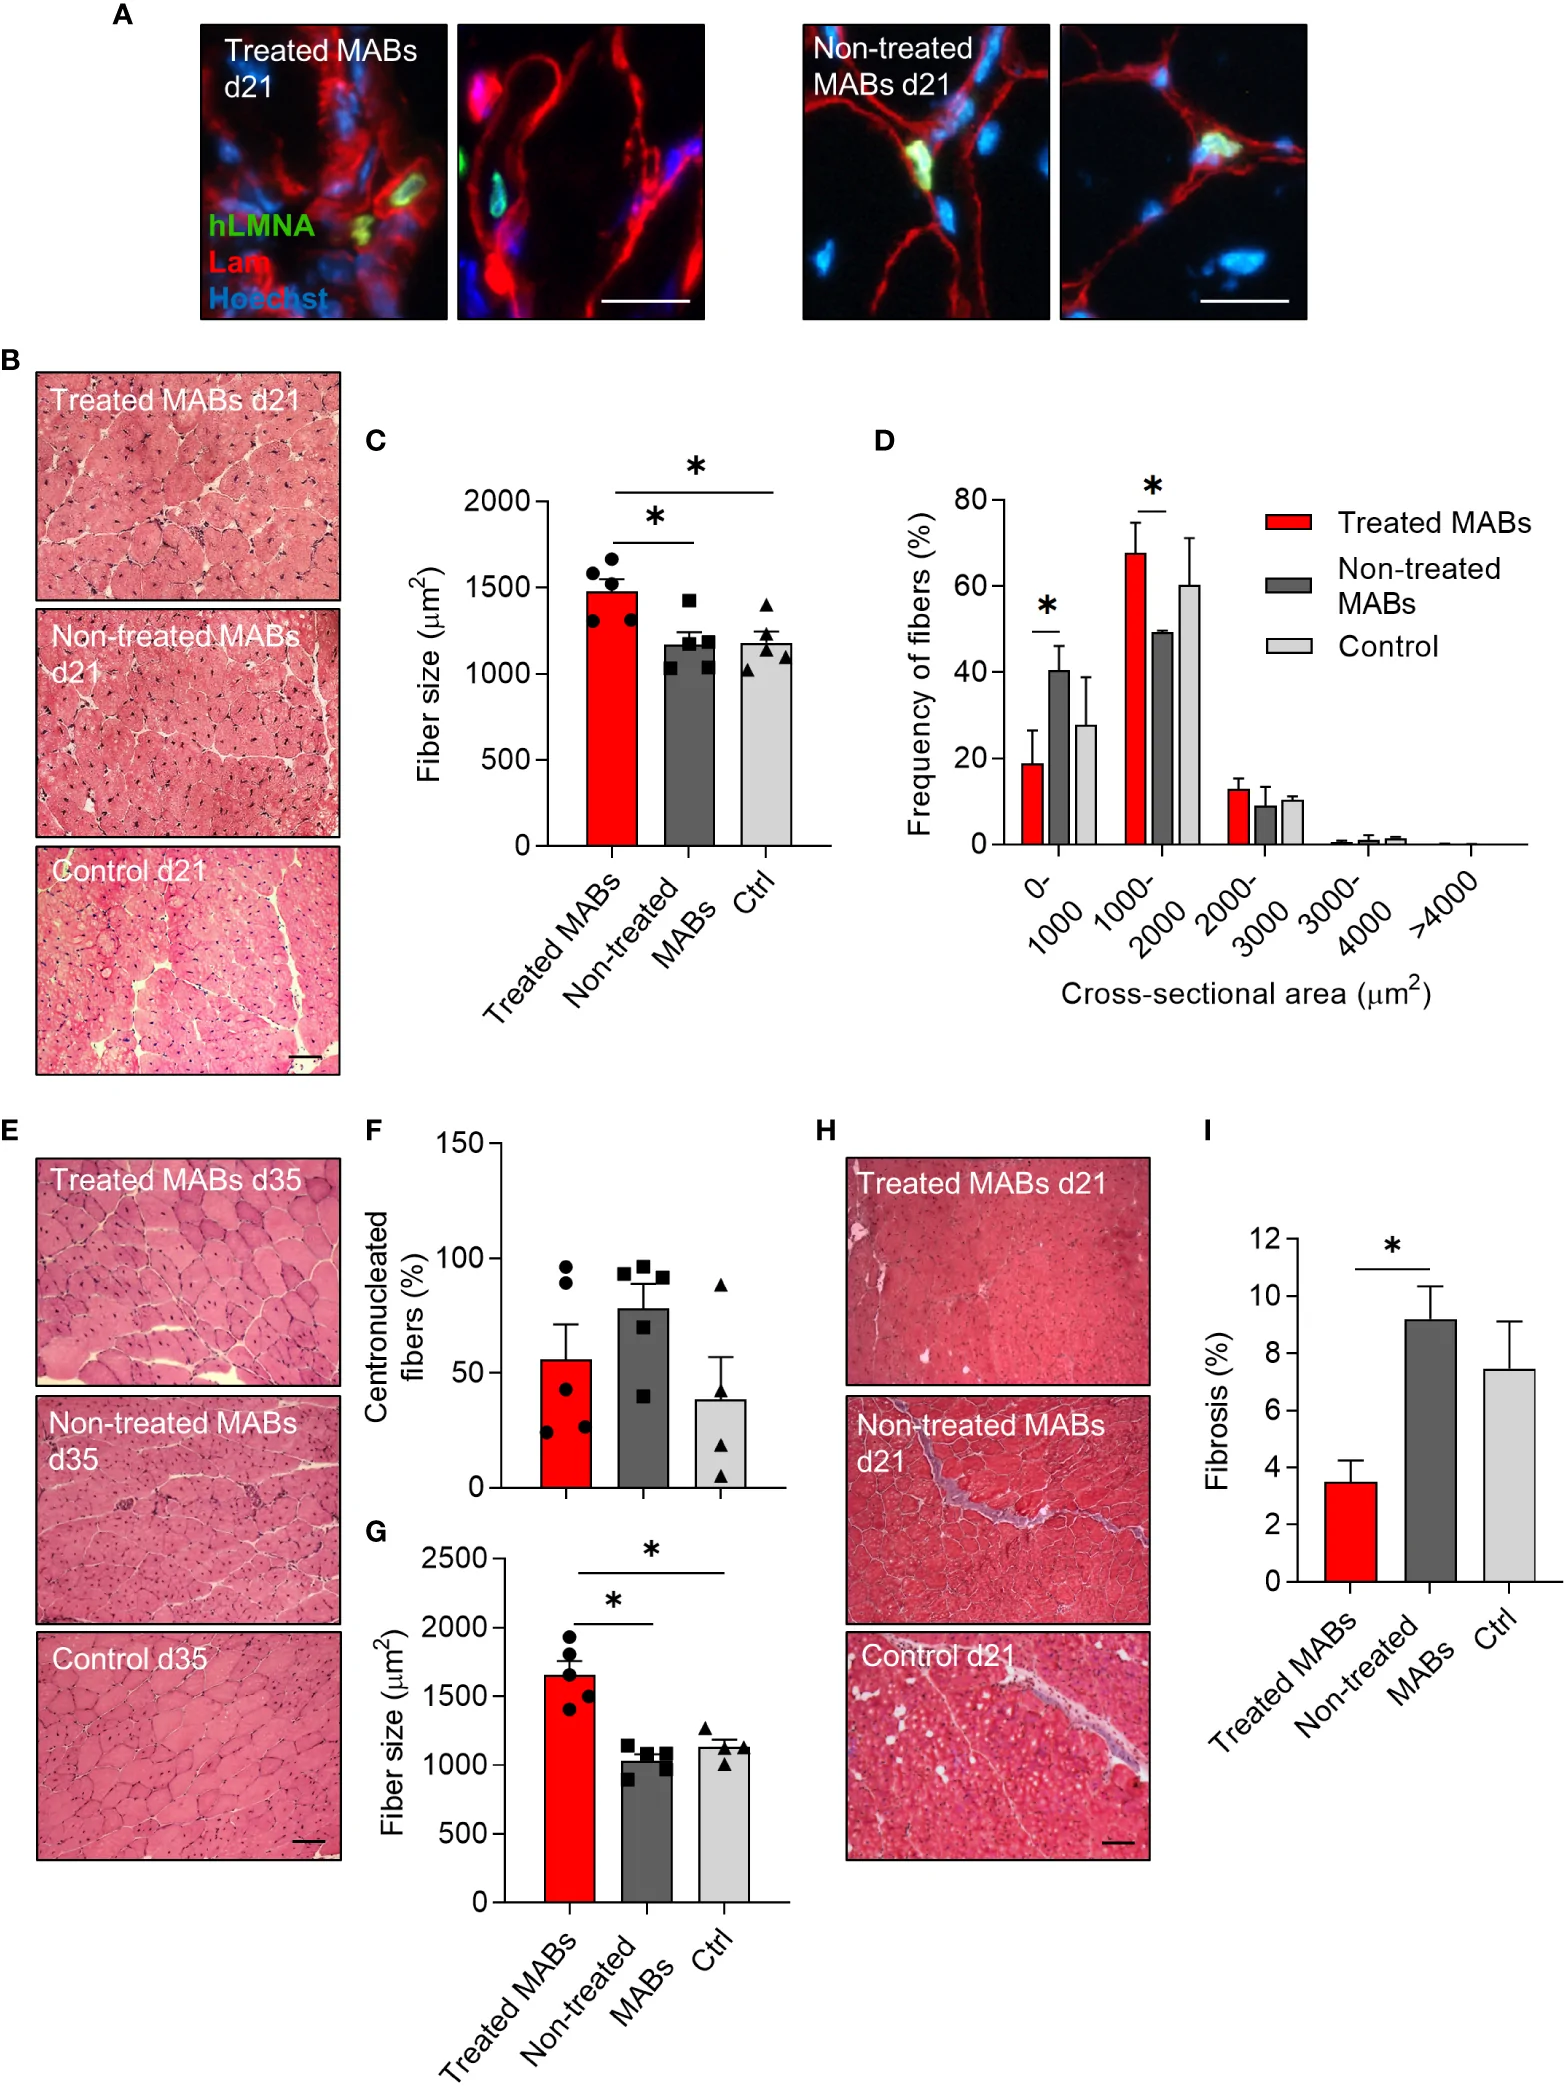
Histological analysis of aged muscles after acute injury and cell transplantation of microRNA-treated and non-treated human mesoangioblasts. **(A)** Localization of human mesoangioblasts (hMABs) in the injected skeletal muscle at day 21 after cell transplantation. Immunofluorescence analysis for laminin (red) and lamin A/C (green). Hoechst was counterstained in blue. Scale bars: 25 µm. **(B)** Representative images of haematoxylin and eosin staining in transplanted muscles with microRNA-treated hMABs, non-treated hMABs, and cardiotoxin control at day 21 (d21). Scale bars: 100 µm. **(C)** Quantification of fiber size (mean cross-sectional area (CSA)) at day 21. **(D)** Quantitative frequency distribution analysis of the cross-sectional area of fibers at day 21. **(E)** Representative images of haematoxylin and eosin staining in transplanted muscles with microRNA-treated hMABs, non-treated hMABs, and cardiotoxin control at day 35 (d35). Scale bars: 100 µm. **(G)** Quantification of fiber size (mean CSA) at day 35. **(F)** Percentage of centronucleated fibers at day 35. **(H, I)** Masson’s tricrome staining of injected hindlimb muscles at day 21 (d21) and quantification of area of fibrosis. One-way ANOVA was used, and results are displayed as mean ± s.e.m (*p < 0.05, n = 4-5 muscles/group).

Furthermore, at day 35, muscles injected with treated MABs and non-treated MABs displayed a similar percentage of centronucleated fibers, comparable to controls (**Figures 5E, F**). However, treated MABs contributed to a significant increase in the cross-sectional area of the TA compared to both non-treated MABs and controls (**Figure 5G**).

Finally, fibrosis, as shown by Masson’s staining, was reduced only in muscles injected with miRNA-treated MABs (**Figures 5H, I**).

These results showed that the myogenic contribution of hMABs *in vivo* after acute muscle injury was enhanced upon treatment with miR-1 and miR-208a.

## 4 Discussion

The balance between pathways inducing hypertrophy and atrophy in striated muscle is a crucial aspect to consider when approaching therapeutic strategies for skeletal muscle wasting (4). In this work, we have used the information obtained from animal models displaying either muscle hypertrophy or muscle wasting, in the latter case in both disease- and age-associated conditions. The rationale behind our analysis was to identify common dysregulated signatures with the final goal of identifying players that could enhance muscle regeneration. Given the growing evidence implicating circulating EVs as paracrine mediators in tissue regeneration (41), we screened the content of EVs derived from murine plasma. We obtained strong evidence that these EVs modulate the myogenic differentiation of both C2C12s as well as hMABs. It has been suggested that most circulating EVs might come from the skeletal muscle since it is one of the largest organs in the human body (42). Recently, Mytidou et al. confirmed that exosomes carrying the myomiRs could be found circulating in the serum of mice (43). Similarly, our results show that the miRNA content loaded into the circulating EVs of murine models of muscular hypertrophy correlates to the expression of those miRNAs in hypertrophic skeletal muscles (**Supplementary Figure 3**). Our analysis of the EV cargo has encompassed both RNA species (mRNAs and miRNAs) and proteins, resulting in the identification of two main miRNAs, miR-1 and miR-208a, which may impact the muscle phenotype.

miRNAs are largely implicated in myogenesis and muscle regeneration, with evidence reporting that miRNAs can be detected in EVs (44). It has been reported that the miRNA content of muscle-derived EVs is significantly altered with age (45). It is therefore not surprising that in our system EV-derived miRNAs appear to drive the beneficial effect on myogenic progenitors. miR-1 is a known modulator of hypertrophy, both in skeletal and cardiac muscles, where its overexpression is beneficial for reducing cardiac hypertrophy (46, 47). Supporting this evidence, we have identified target miRNAs in two different models of skeletal muscle hypertrophy (*Mstn-null* and Magic-F1 mice), where cardiac hypertrophy has a mild phenotype. Indeed, *Mstn-null* mice do not display any signs of cardiac hypertrophy, while Magic-F1 animals have an attenuated cardiac phenotype (40). It has also been shown that the overexpression of miR-1 inhibits cardiac fibroblast proliferation, alluding to its potential role in immune regulation as well (48). Similarly, miR-208a was among the most abundant circulating EV-derived miRNAs detected in both models. Albeit considered a specific cardiac miRNA, miR-208a is also a known regulator of *myostatin*, together with miR-208b and miR-499 (49, 50), implying a potential role in driving skeletal muscle hypertrophy that thus far remained unexplored. This work proposes miR-208a as an additional modulator of myogenic commitment of progenitor cells. The identification of the same EV-derived signature in two diverse murine models of skeletal muscle hypertrophy is compelling and further suggests that these miRNAs are crucial players in maintaining the phenotype. Although the latter statement is still speculative, we provided evidence that combined miR-1 and miR-208a treatments represent a potent option to increase the myogenic commitment of hMABs. However, further experiments need to be designed to address in detail, questions regarding the mechanism of these miRNAs and identifying their specific targets. However, we can hypothesize that both miRNAs regulate common pathways based on several shared predicted targets, such as members of the transforming growth factor β (TGFβ) pathway (TGFBR2, TAB2), SMAD4/6, and common epigenetic modulators (histone deacetylase 3 (HDAC3)). Despite our broad analysis of the EV cargo, it must be noted that we have not investigated other RNA species that have been implicated in EV-mediated modes of action and intercellular communication such as long non-coding RNAs (51).

When screening the mRNA content of EVs, we did not detect any differentially expressed genes, and we, therefore, concluded that mRNAs are stochastically entrapped in EVs in our setting, not likely being responsible for the enhanced myogenic effect. 

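The number of differentially expressed genes in these libraries depended on the method. Of the genes called by DESeq2 at an adjusted p-value under 0.05, 892 of 1031 were higher in hypertrophic-derived than in WT-derived EVs, 912 of 933 higher in dystrophic-derived than in WT-derived EVs, and 28 of 243 higher in hypertrophic-derived than in dystrophic-derived EVs. Nearly all of them had 3 counts or fewer in every library of exactly 1 of the conditions compared: 98.6%, 99.5% and 98.8% of the genes called, against 40.3%, 39.1% and 11.7% of all genes tested. The edgeR procedure was tested on simulated counts with the sizes of these libraries. In them, 200 genes expected above 50 reads at the median depth were changed in the hypertrophic-derived libraries, which were compared with the dystrophic-derived ones. With a dispersion of 0.1 and 4-fold changes, it recovered 200 of the 200 genes with 7 false calls. With the dispersion of these libraries, it recovered 0 of 200 genes changed 4-fold and 1 of 200 changed 16-fold. At this spread between replicates, changes of that size were not detectable for nearly all genes.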

Many causes can be hypothesized, among them, the low number of transcripts detected. This data is consistent with other accounts reporting deep sequencing of EV-derived mRNAs (52, 53). Despite our analysis being statistically robust, increasing the number of samples might be beneficial to unravelling mRNAs possibly involved in the observed phenotype. Our mass spectrometry analysis, although preliminary, resulted in three important nbsp; observations: first, there is a high number of immunoglobulins present in all preparations; second, all preparations share expression of CD5-antigen like, which has been described as a novel marker for plasma-derived EVs (54). Lastly, we detected a significant increase of integrin alpha 2b in dystrophic and, to a lesser extent, in hypertrophic samples. While integrin alpha 2b is not highly expressed in normal muscle, it has been found to be upregulated upon cardiotoxin injury in mice (55). The source of this phenomenon was found to be activated satellite cells. Given the upregulation of integrin alpha 2b in dystrophic EV samples, the significance may imply a mechanism for satellite cell differentiation mediation in the constantly regenerative state of muscle, which is an apparent characteristic of muscular dystrophy. Analysis of additional samples will provide more insight into the protein content and allow a comprehensive understanding of the EV cargo.

The myogenic effect of the identified miRNA signature *in vitro* on hMABs was striking, and we observed a strong enhancement in myogenic differentiation. When transplanting miRNA-treated MABs *in vivo* in aged mice after acute muscle injury, we had less discriminative yet potent results. Muscle functionality was not significantly improved, although we observed a trend in strength improvement, and we detected hypertrophic remodelling as shown by an increase in muscle weight increase in muscle weight and fiber size. Our results also imply that miRNA treatment to MABs prior to intramuscular injection leads to a greater cross-sectional area of the TA muscle compared to both non-treated MABs injection as well as controls, without a correlation to the number of centronucleated fibers at day 35. This could mean that treated MABs contribute to hypertrophic fibers without affecting the rate of regeneration. We also showed a significant reduction in fibrosis when comparing muscles injected with treated MABs to non-treated MABs. Fibrosis is associated with poor recovery after injury in aged individuals (56, 57). We acknowledge that additional strategies can be implemented to refine our approach, for instance, stronger modulation of miRNAs by creating a stable cell line. Furthermore, given our *in vitro* results, miR-1 and miR-208a might directly affect and modulate resident myogenic stem cells. Novel methods to activate stem cells *in situ* are particularly demanding if moving towards a cell-free method of tissue-specific regeneration is desired. In this scenario, EVs hold an ideal advantage, since they are less immunogenic than stem cells, readily deliverable, and can be designed to carry tailored messages to target cells. Recent evidence has shown that EVs loaded with a specific cargo can be successfully delivered to skeletal muscle by adding modified, dystrophin splice-correcting phosphorodiamidate morpholino oligomers (EXOPMO) (58). In light of this result, a follow-up of our work would comprise the production of engineered EVs that could deliver miR-1 and miR-208a directly to target myogenic cells, generating a cell-free approach to target muscle wasting.

## Data availability statement

The proteomics data presented in the study are deposited in the ProteomeXchange Consortium via the PRIDE partner repository, accession number PXD035446 (doi: 10.6019/PXD035446). The RNA-sequencing data presented in the study are deposited in the GEO repository, accession number GSE216414.

## Ethics statement

The animal study was reviewed and approved by Ethical Approval of KU Leuven (P202/2016, P175/2016 with expansion).

## Author contributions

GG and EM-S participated in conception and design, collection and assembly of data, data analysis, interpretation, and manuscript writing with the help of LY, LDW, GMB, BKvdV, AR, and MS. LY and NG conducted the experiments for the revision. RD participated in proteomics experiments, data analysis and interpretation, and reviewed the manuscript. ÁC-C participated in the handling and analysis of the RNA sequencing data KPK, SQ, MQ, HG, and RG participated in data analysis and interpretation and reviewed the manuscript. SS, MB, and EF aided with the TEM imaging. All the authors gave input on data interpretation, reviewed the manuscript, and gave final approval for manuscript submission.

## Funding

The work done in the authors’ laboratory is supported by The Research Foundation Flanders (FWO) (#G066821N), INTERREG – Euregio Meuse-Rhine (GYM,Generate your muscle 2020-EMR116), and the Italian Ministry of Health, Ricerca Finalizzata (RF-2019-12369703). LY was supported by KU Leuven Rondoufonds voor Duchenne Onderzoek (EQQ-FODUCH-O2010) and MS is a recipient of the Hercules Foundation grant (AKUL/19/34).

## Acknowledgments

The authors gratefully acknowledge Sylvia Sauvage for her technical assistance, as well as Christina Vochten and Vicky Raets for their administrative assistance. The authors would also like to thank Louise Maeder and Vittoria Marini for their helpful contributions.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest. The Associate Editor YT and the reviewer CS co-authored publications with the corresponding author MS. MS declared that his connection to YT is limited to professional acquaintance with no shared grants, supervisory ties, or direct collaborations beyond YT’s historical contribution of biological samples to MS’s former supervisor’s group, and his connection to CS is restricted to co-authoring a single publication in 2008 in which neither served as a senior or corresponding author, with no subsequent scientific or financial collaborations. The authors declare that the identity of the reviewers was not revealed to them during the peer-review process.

An investigation by the Research Integrity team found that this conflict of interest did not unduly impact the peer review process or scientific validity of the article.

## Correction note

A correction has been made to this article. Details can be found at: 10.3389/fimmu.2026.1945625.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

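Bulk RNA-seq counts of plasma EVs were analysed for 15 libraries: 3 from WT, 6 from dystrophic and 6 from hypertrophic mice. According to the paper's methods, the EVs of 2 to 3 mice were pooled per sample, the RNA was amplified because of its low concentration, and the single reads were aligned with TopHat to the mouse genome mm10. The mice listed per genotype are too few for 6 separate pools, so libraries of a condition may not be independent. The authors deposited raw counts, the number of reads per gene symbol in each library, without normalization and without a filter. The paper's text names neither the counting program nor the annotation. Of the 43472 symbols, 39483 are also in GENCODE M21, from which gene identifiers and positions were taken. The 5 summary lines at the end of each deposited table, which name no gene, were left out of library sizes and tests. They held between 57.9% and 99.2% of all the numbers in a table, a share that is hard to interpret because reads aligned at several places may be counted once per alignment.

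The sample labels and the paper differ on several points. The labels give Magic-F1 and the paper's methods give Mstn-null as the hypertrophic genotype of these libraries, and they also differ on plasma or serum, on the library kit and on the sequencer. For dystrophic replicates 4 to 6 and hypertrophic replicates 1 to 3, the library number in the sample's title is not the number of its deposited counts, and the numbers are crossed between the conditions. Libraries were grouped by their labels. An exchange of these 6 libraries between the conditions, and an analysis of only the 9 libraries with matching numbers, were run as alternatives. The replicate numbers used here only name libraries and pair nothing.

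The depth per library, as the reads counted on genes, ran from 27227 to 32563362, with a median of 601506 in WT-derived, 2419660 in dystrophic-derived and 3513267 in hypertrophic-derived libraries. A count of 0 allows up to 3 counts, which is between 0.0921 and 110 CPM. Intervals for shares in single libraries are 95% Wilson intervals, and both cover counting error only, because copies made during amplification are not independent molecules.

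The number of genes detected was the number of genes with at least 1 count, compared between conditions by the ratio of means and an exact two-sided permutation test. Wherever exact two-sided permutation tests compare conditions, here and below, p is the smaller one-sided p times 2. The permutation p-values of correlations do not follow this rule. Alternatives were minimums of 5, 10 and more than 50 counts, sampling all libraries down to 27227 reads (the mean of 20 draws), the same sampling without mitochondrial and hemoglobin genes, and total counts in place of genes. Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (limma 3.58.1), using TMM normalization, filterByExpr, a quasi-likelihood fit to all 15 libraries with the 3 conditions and no covariate, and Benjamini-Hochberg adjusted p-values under 0.05. Standard errors of log2 fold changes were taken from the F statistic, so they do not directly measure the spread of a gene between libraries. Alternatives were DESeq2 1.42.0 with its size factors, library size without TMM, TMMwsp, 3 other filters on low counts, only the conditions compared, leaving out mitochondrial and hemoglobin genes, and the number series of the titles as a covariate. Adjusted p-values that DESeq2 gave as missing, 643 in each comparison, stayed missing. The study names DESeq in its methods, which was not run. The edgeR procedure was tested on simulated data with 200 genes changed, and the permutation tests were tested on simulated data as well.

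Separation of the conditions was the share of the squared Euclidean distance between libraries that lies between conditions, on log2 CPM with a prior count of 2, tested one-sided with 100000 permutations of the labels. Alternatives were other prior counts, a different filter, no TMM, libraries sampled down, and 1 minus Spearman's correlation as the distance. The sets of genes above 50 reads were formed from the mean raw count over the libraries of a condition, and shares are percentages of the union of the 3 sets. Alternatives were the sum, at least 1 library, at least 50% of the libraries, every library, a mean above 100, a mean CPM above 50 and sampled-down libraries. The shares of the 37 mitochondrially encoded genes and of Hbb-bs were compared with exact two-sided permutation tests, adjusted over the 3 pairs of conditions. Alternatives were the share of reads without hemoglobin genes, for Hbb-bs the share of nuclear reads, and medians in place of means. The genes detected, the sets of genes above 50 reads, the mitochondrial and Hbb-bs shares, the separation and the differential expression were recomputed with each library left out in turn. Alternatives chosen only after the data were seen were the Jaccard distance, genes shared by a pair of conditions with or without the third, the count of genes in any library of a condition, and the exchanged labels within the lower series of the numbers given to the counts.

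The genes named in the text were set by a rule: the genes the study names in its RNA-seq results, the genes targeted in the mouse models, the mRNAs of the EV proteins it names (Itga2b, Serpinc1, Cd5l, Cd9, Cd63 and Cd81), the 5 most abundant genes of each condition, and up to 5 genes per comparison with the smallest adjusted p-value and the largest change. Other genes named were chosen after their values were seen. Lists of marker genes for erythroid cells, platelets, liver, skeletal muscle, neutrophils and lymphocytes, with no gene on more than 1 list, were written before any value was seen. Hbb-bs, which the study names, is on the erythroid list. The shares of the lists were compared between conditions with exact two-sided permutation tests, adjusted over 18 comparisons. Tables and figures were made with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The GO analysis of the paper was not repeated, and the proteins and miRNAs of EVs were not analysed here.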

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

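The tests of cell sources and of sequencing depth in this part were chosen only after the results they concern had been seen, while the test of the most abundant genes in dystrophic replicate 4 was fixed before its result. In 26 groups of 6 libraries, 1 library stood far from the others 3 times, where 1.3 times is what chance gives, so these 3 libraries are not more than a small excess.

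In dystrophic replicate 6, 32563362 reads were counted on genes, far above the next dystrophic-derived library with 2889759. Its reads that did not align were also 5.81 times those of the next dystrophic-derived library, so more reads may have been sequenced from it, a technical difference. No biological explanation was tested. Means of raw counts weigh this library most. Without it, the genes above 50 reads shared only by hypertrophic-derived and WT-derived EVs made up 9.66% in place of 2.82%.

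In dystrophic replicate 4, the 10 most abundant genes took 46.1% of the reads, against 25.9% in the next dystrophic-derived library. It also had the fewest genes of its condition, 1103. Without mitochondrial and hemoglobin genes, the share of the 10 most abundant genes was 28.2%, still above the 9.71% to 17.5% of the other dystrophic-derived libraries. This value argues against those genes as the whole of the difference, but a single library cannot settle their part in it. Of the genes predicted at 10 reads or more by the other dystrophic-derived libraries, 88.9% were at 0 in this library, more than in any other of the 15 libraries. Of such genes for ribosomal proteins 8.86% were, more than in any other dystrophic-derived library. That share was higher in WT replicate 1 (26.1%) and in hypertrophic replicates 3, 4 and 5 (14.3%, 19.7% and 22.4%). Loss of molecules before amplification may add to the share of the 10 most abundant genes, but these values do not settle it. Hypertrophic replicate 4 had 76.6% of its predicted genes at 0, yet its 10 most abundant genes took only 18.7% of the reads. In hypertrophic replicate 5 these values were 83.3% and 31.9%. The condition does not account for the high share, since the other 5 libraries of the condition lie apart from this one.

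The liver list took 0.409% of the reads of hypertrophic replicate 5, against 0.152% in the next hypertrophic-derived library. In this library, 6 of the 20 genes of the list had more than 3 counts, the most abundant being Apoc1 with 375 counts, Apoa2 with 298 and Alb with 255. RNA from liver cells or their vesicles may be a source, but 6 genes in a library of 328710 reads neither show nor exclude it. Hypertrophic replicates 2 and 6, which were deeper, had 10 and 11 genes of the list above 3 counts. The share of the list was 0.119% ± 0.152 (SD, n = 6) in hypertrophic-derived and 0.00870% ± 0.00603 (SD, n = 6) in dystrophic-derived libraries (exact permutation p = 0.0173, adjusted 0.156 over the 18 comparisons of lists), which does not pass the correction, and the libraries of these conditions overlapped. The hypertrophic-derived mean was raised by replicate 5, and the medians were 0.0638% in hypertrophic-derived and 0.0103% in dystrophic-derived libraries. The log2 ratio was 1.64 with exchanged labels (exact permutation p = 0.335). With only the libraries with matching numbers it was 3.41, and each hypertrophic-derived library lay above each dystrophic-derived one (exact permutation p = 0.1). A difference between the conditions is thus not shown and stays open.

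Transcripts of the platelet list, which the paper does not discuss, were counted in every library and took a median of 3.21% of the reads (from 1.29% to 5.14%). In the median library, 86.7% of the 15 genes of the list had more than 3 counts. The most abundant were Ppbp with a mean of 11443 CPM, Pf4 with 6827 CPM and Nrgn with 6359 CPM. RNA from platelets or from vesicles they release is a candidate source of these reads, and the counts cannot tell intact platelets from vesicles. The test could have come out the other way, as only 1 of 20 liver genes and 2 of 20 skeletal muscle genes had more than 3 counts in the median library. The share was 3.91% ± 0.971 (SD, n = 6) in hypertrophic-derived and 2.18% ± 0.769 (SD, n = 6) in dystrophic-derived libraries (exact permutation p = 0.0108, adjusted 0.156), a difference that does not pass the correction over 18 comparisons with a log2 ratio of 0.84. The log2 ratio was 0.01 with the labels of the 6 libraries with crossed numbers exchanged. With only the libraries with matching numbers it was 1.05, and each of the 3 hypertrophic-derived libraries lay above each of the 3 dystrophic-derived ones, which chance gives in 10% of such comparisons when either direction counts (exact permutation p = 0.1).

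Transcripts of the lymphocyte list took a median of 0.257% of the reads and were also counted in every library (from 0.102% to 0.425%). In the median library, 57.1% of the 14 genes of the list had more than 3 counts, with Cd74 at a mean of 593 CPM, Ighm at 571 CPM and H2-Aa at 488 CPM. RNA from lymphocytes or their vesicles is a candidate source, though Cd74 and H2-Aa are also expressed by other antigen-presenting cells. No difference between conditions passed the correction for this list.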

How the results depend on the processing

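The lower number series with exchanged labels, the count of genes in any library of a condition, the genes of a pair of conditions with or without the third, and the Jaccard distance were chosen only after the results had been seen, and the genes followed here by name were too. All other alternatives were chosen before the data were examined. No paired analysis was possible because the replicate numbers are only an index of the libraries and neither the labels nor the paper pair samples across conditions. The causes of the changes below were not tested unless an alternative's construction shows them.

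The ratio of genes detected in hypertrophic-derived over WT-derived libraries, 1.09, fell to 0.915 with only the libraries with matching numbers and rose to 2.03 with exchanged labels and only the lower number series. It ran from 0.803 to 1.67 across the 9 fits that each left out 1 library, the highest being without WT replicate 2, and was below 1 without WT replicate 1 (0.803), hypertrophic replicate 2 (0.944) or hypertrophic replicate 6 (0.915). The ratio over dystrophic-derived libraries, 0.624, was 1.08 with exchanged labels, 1.38 with exchanged labels and only the lower number series, and 0.522 to 0.739 across the 12 fits that left out 1 library. None of the alternatives of either ratio that were tested passed the exact permutation test.

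The counts of differentially expressed genes are given for hypertrophic-derived against WT-derived, dystrophic-derived against WT-derived and hypertrophic-derived against dystrophic-derived EVs, in this order, and were 2, 1 and 1 with edgeR. With DESeq2 they were 1031, 933 and 243, of which 892, 912 and 28 were higher in the condition named first, against 0 higher in each comparison with edgeR. They were 3, 3 and 1 with library size alone, and 0, 0 and 0 without a filter (1120, 580 and 4382 at an unadjusted p under 0.05). With at least 10 counts in every library, which left 108 genes to test, they were 0, 0 and 2 (8, 11 and 21 at an unadjusted p under 0.05), the 2 genes being Ppbp and Rps20, 1 higher and 1 lower. Without mitochondrial and hemoglobin genes, which removes every gene called, they were 0, 0 and 0 (529, 127 and 815 at an unadjusted p under 0.05). They were 3, 3 and 0 with only the libraries with matching numbers and 2, 2 and 0 with exchanged labels (155 and 344 at an unadjusted p under 0.05 in the last comparison). TMMwsp, the number series of the titles as a covariate, at least 10 counts in at least 3 libraries and fitting only the conditions compared gave 2, 1 and 1. Leaving out 1 library of the conditions compared gave 1 to 3 genes, 1 to 2 genes and 0 to 2 genes. The first count was 1 without WT replicate 2 or hypertrophic replicate 1 and 3 without WT replicate 1. The second was 2 without WT replicate 1 or dystrophic replicate 4. Leaving out a library of the third condition, which also enters the fit, gave 1 gene in the first comparison without dystrophic replicate 1, 2 or 5 and 3 without dystrophic replicate 4, 2 in the second without hypertrophic replicate 4, and 2 in the last without WT replicate 1. The last was also 2 without dystrophic replicate 3, and 0 without dystrophic replicate 1, 2, 4 or 5 or hypertrophic replicate 1 or 6 (482 to 1332 at an unadjusted p under 0.05).

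The log2 fold change of Hbb-bs between hypertrophic-derived and dystrophic-derived EVs was −1.01 and became 0.12 with exchanged labels. It stayed negative in the other alternatives but no longer passed the threshold in 10 of them: DESeq2, no filter, at least 10 counts in every library, only the libraries with matching numbers, and without dystrophic replicate 1 (−0.99), 2 (−0.89), 4 (−0.88) or 5 (−1.01) or hypertrophic replicate 1 (−0.90) or 6 (−1.05). For mt-Rnr2, the log2 fold change stayed below 0 in every alternative run against WT, from −1.49 to −0.78 for hypertrophic-derived and from −1.49 to −0.81 for dystrophic-derived EVs, and no longer passed the threshold with DESeq2, without a filter or with at least 10 counts in every library. The change of mt-Rnr1 in hypertrophic-derived EVs failed the threshold in the same 3 alternatives and without WT replicate 2 (−1.09) or hypertrophic replicate 1 (−0.90), and in the fits without dystrophic replicate 1, 2 or 5 (−1.03 each). In dystrophic-derived EVs it passed with library size alone, with the libraries with matching numbers, with exchanged labels, and without WT replicate 1 (−1.14), dystrophic replicate 4 (−1.04) or hypertrophic replicate 4 (−0.91).

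The shares of the union of genes above 50 reads are given for all 3 conditions, WT and dystrophic only, hypertrophic and WT only, and hypertrophic and dystrophic only, and were 29.3%, 7.73%, 2.82% and 20.2%. They were 31.2%, 5.85%, 1.62% and 26.0% for the sum over libraries, 31.2%, 5.80%, 1.77% and 25.6% for at least 1 library, 15.7%, 4.23%, 0.593% and 25.3% for at least 50% of the libraries, and 11.5%, 2.14%, 0.536% and 25.2% for every library. A mean above 100 gave 26.3%, 8.65%, 2.12% and 17.0%, and a mean CPM above 50 gave 23.8%, 5.86%, 3.16% and 13.8%. Libraries sampled down gave 40.3%, 10.4%, 6.49% and 7.79%, and the libraries with matching numbers 24.5%, 6.64%, 10.4% and 9.81%. Exchanged labels gave 29.3%, 2.42%, 7.98% and 19.2%, and with only the lower number series 24.7%, 1.65%, 14.4% and 12.5%. Counted with or without the third condition, the shares for the pairs were 37.0%, 32.1% and 49.5%, larger by construction. Across the 15 fits that each left out 1 library, the shares ran from 9.56% to 30.2%, from 1.14% to 11.6%, from 0.456% to 9.66% and from 12.3% to 42.5%. Without WT replicate 2 they were 9.56%, 1.14%, 0.456% and 42.5%, and without dystrophic replicate 6 they were 28.2%, 4.25%, 9.66% and 12.3%.

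The mitochondrial share was lower than in WT-derived libraries in every alternative run. As a share of reads without hemoglobin genes, the differences were −9.65 percentage points for hypertrophic-derived and −9.97 for dystrophic-derived libraries (adjusted exact permutation p = 0.0714), and as medians −7.95 and −10.3 (adjusted exact permutation p = 0.107), against adjusted p = 0.0357 by exact permutation in the analysis at the claim and with exchanged labels. With 1 library left out they ran from −10.5 to −7.85 and from −11.5 to −8.95, where this exact two-sided permutation test cannot pass the threshold after adjustment. The difference between hypertrophic-derived and dystrophic-derived libraries, 0.819, ran from −0.576 to 2.39 with 1 library left out, the highest being without dystrophic replicate 4, and was below 0 without dystrophic replicate 2 (−0.159) or 6 (−0.0106) or hypertrophic replicate 2 (−0.576). For Hbb-bs, the difference between hypertrophic-derived and WT-derived libraries was 0.0280 percentage points, −0.312 as a share of nuclear reads, −0.610 as medians, 0.126 with only the libraries with matching numbers, 0.994 with exchanged labels, and −0.902 to 0.853 with 1 library left out, the highest being without WT replicate 1, and was below 0 without WT replicate 2 (−0.902) or hypertrophic replicate 3 (−0.298) or 5 (−0.242). Between hypertrophic-derived and dystrophic-derived libraries it was −1.86, and 0.0724 with exchanged labels. Between dystrophic-derived and WT-derived libraries it stayed above 0 in every alternative run, from 0.697 to 2.71, with 0.958 without WT replicate 2.

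The share of squared distance between conditions did not pass its permutation test in any alternative. It ran from 11.1% with exchanged labels (permutation p = 0.782) to 22.2% with only the libraries with matching numbers (permutation p = 0.555), and from 13.0% to 19.5% with 1 library left out. In several of these settings it lay below the mean of the permutations, which for the libraries with matching numbers was 25.0%. Of the 18 comparisons of marker lists, 0 passed the threshold after adjustment (2 at an unadjusted p under 0.05), with mitochondrial and hemoglobin genes left out and with exchanged labels as well. The libraries with matching numbers are too few for these two-sided tests to pass.

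Depth and poor alignment limit these results. WT replicates 1 and 3 had 3262778 and 14564980 unaligned reads, or 120 and 24.2 for each read counted on a gene. At 27227 reads, WT replicate 1 allows 110 CPM for a gene at 0, and with 3 WT-derived libraries against 6 the exact two-sided permutation test used here, whose p is the smaller one-sided p times 2, cannot give a p below 0.0238.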

Differences from the paper's values

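Of the settings in this part, the exchanged labels within the lower number series and the genes of a pair of conditions with or without the third were chosen only after the result was seen. The paper's text reports that 2.3% of genes above its cut-off were shared by all conditions, where the deposited counts gave 29.3%. None of the alternatives set before the data were examined closed this gap: they gave between 11.5% and 40.3%, and 9.56% to 30.2% with 1 library left out. For genes shared by dystrophic-derived and WT-derived EVs, the paper's value is about 25% and the deposited counts gave 7.73%. None of the alternatives set before the data were examined closed this gap, with values between 2.14% and 10.4%, and from 1.14% to 11.6% with 1 library left out. Exchanged labels within the lower number series, chosen after seeing the values, gave 1.65%. Counting the genes of both conditions with or without the third, also chosen after seeing the values, gave 37.0%, within 1.5 times the paper's value. Also within 1.5 times the paper's value under this count were the sum over libraries (37.0%), at least 1 library (37.0%), at least 50% of the libraries (19.9%), a mean above 100 (34.9%), a mean CPM above 50 (29.7%), the libraries with matching numbers (31.2%), exchanged labels (31.7%) and exchanged labels within the lower number series (26.3%), while a count above 50 in every library gave 13.7% and libraries sampled down 50.6%. With 1 library left out, this count ran from 10.7% (without WT replicate 2) to 38.3% (without WT replicate 1). For hypertrophic-derived and WT-derived EVs, the paper's value is 1.3% and the deposited counts gave 2.82%. The sum over libraries in place of the mean gave 1.62% and a count above 50 in at least 1 library gave 1.77%, both within 1.5 times the paper's value, while the other alternatives set before the data were examined did not close the gap. For hypertrophic-derived and dystrophic-derived EVs, the paper's value is 3.9% and the deposited counts gave 20.2%. None of the alternatives set before the data were examined closed this gap, the nearest being libraries sampled down to the same depth with 7.79%. The count with or without the third condition did not come near the paper's values for these last pairs, with 32.1% for hypertrophic-derived and WT-derived and 49.5% for hypertrophic-derived and dystrophic-derived EVs.

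The paper gives about 2000 to 6000 uniquely aligned transcripts. The means of the conditions, 2875 to 5039 genes, and the highest library, 8968 genes, lie within 1.5 times these values, but the lowest library, WT replicate 1 with 797 genes, lies further below the paper's 2000. Of the other libraries, 4 also lie below the paper's 2000 (814, 1103, 1373 and 1967 genes), and 3 lie above the paper's 6000 (6567, 7477 and 8968 genes). No alternative closed the gap of the lowest library, with values from 66 to 814 genes.

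The paper states that hypertrophic-derived EVs held far more mRNAs than either of the other conditions. The ratios here were 1.09 against WT-derived and 0.624 against dystrophic-derived EVs. In the setting with exchanged labels and only the lower number series, which was chosen after seeing the values, the ratio against WT-derived EVs was 2.03 and that against dystrophic-derived EVs 1.38. No other setting reached the stated ratio for either condition. The paper also states that no gene was differentially expressed, where edgeR called 2, 1 and 1 genes. Without a filter on low counts, edgeR called 0 genes in each comparison (1120, 580 and 4382 at an unadjusted p under 0.05). Without mitochondrial and hemoglobin genes, which removes every gene called, it also called 0 genes in each comparison (529, 127 and 815 at an unadjusted p under 0.05). With at least 10 counts in every library it called 0 genes in both comparisons with WT (8 and 11 at an unadjusted p under 0.05), and with exchanged labels or only the libraries with matching numbers it called 0 between hypertrophic-derived and dystrophic-derived EVs (344 and 155 at an unadjusted p under 0.05).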

Other observations

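The tests in this part of the share of genes at 0 against sampling of reads, of the mitochondrial share and of exchanged labels were chosen only after the results had been seen. The others were fixed before their results.

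The numbers of differentially expressed genes do not stand apart from other splits of the same libraries. For hypertrophic-derived against WT-derived EVs, 13 of the 84 splits gave as many genes as the 2 of the conditions, for dystrophic-derived against WT-derived EVs 52 of the 84 splits gave as many as 1, and for hypertrophic-derived against dystrophic-derived EVs 39 of 100 splits drawn from 462 gave as many as 1. In the last comparison, a split that put libraries with a mean of 1898 genes detected against libraries with a mean of 6285 gave 2585 genes. The split by the number series of the titles gave 0 genes (344 at an unadjusted p under 0.05).

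With DESeq2, 8 of 21 splits drawn from 84 gave as many genes as the 1031 between hypertrophic-derived and WT-derived EVs, with a median of 1003 over the splits. For hypertrophic-derived against dystrophic-derived EVs, 3 of 21 splits drawn from 462 gave as many as 243. No splits were drawn with DESeq2 for dystrophic-derived against WT-derived EVs. Of the genes DESeq2 called between hypertrophic-derived and WT-derived EVs, 98.6% had 3 counts or fewer in every library of exactly 1 of the conditions, against 40.3% of the genes tested. Genes missing from all libraries of a condition, as happens often when only 3 libraries lose genes independently, may account for most of these calls.

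Libraries of the same condition differed widely in the number of genes detected. Depth alone was not the cause, since after sampling to 27227 reads the highest dystrophic-derived library still had 6.73 times the genes of the lowest. Where the other libraries of a condition predicted at least 10 reads, genes were at 0 in 56.1% of pairs of a gene and a library, against the 8.78e-05% that sampling of the reads gives, so counting error of the reads is not the cause either. Genes for ribosomal proteins, which every cell uses, were at 0 in 7.04% of such pairs, fewer than among all genes, but in 23 different patterns over the libraries. This suggests that few molecules of many genes entered the amplification, which stays a hypothesis since it was found and tested on the same libraries. Differences in the RNA that the EVs of single pools of mice carried stay open and were not tested.

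The libraries spread along the first principal component by their number of genes detected, with Spearman's rho = 0.993 over the 15 libraries and 1.0 within the 9 libraries of the lower series of the numbers given to the counts (exact permutation p = 5.51e-06, the smallest these libraries allow). The condition adds little to this order, and the spread may reflect the loss of genes described above more than a difference in expression. Genes at 0 enter both measures, so their correlation is in part built in and is not an independent test of this.

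The mitochondrial share was lower in dystrophic-derived and hypertrophic-derived than in WT-derived libraries. The number series of the titles does not account for this in dystrophic-derived EVs, as the highest of their 3 libraries in the lower series had 13.7%, below the 19.8% of the lowest WT-derived library, all from the same series. Depth does not account for it either. Across the 12 dystrophic-derived and hypertrophic-derived libraries, the mitochondrial share did not follow the reads counted, with Spearman's rho = −0.140 (permutation p = 0.67) and Pearson's r = −0.135 (permutation p = 0.674; 0.277 without the 2 libraries farthest from the median depth). The totals of 11 of these libraries lay between those of the lowest and the highest WT-derived library, and all 11 had a lower share than every WT-derived library. As a share of the reads, the decrease lay mainly in the 2 mitochondrial ribosomal RNAs, with 19.8% ± 0.855 (SD, n = 3) in WT-derived, 10.3% ± 4.52 (SD, n = 6) in dystrophic-derived and 10.4% ± 4.31 (SD, n = 6) in hypertrophic-derived libraries. The 13 mitochondrial protein-coding genes took 1.42%, 1.05% and 1.69% of the reads, lower than WT in dystrophic-derived and higher in hypertrophic-derived libraries. Neither difference passed an exact permutation test (adjusted p = 0.464 and 0.595). The ratio of protein-coding to ribosomal reads was 7.10% in WT-derived and 16.3% in hypertrophic-derived libraries (exact permutation p = 0.0476, adjusted 0.143), and 11.2% in dystrophic-derived libraries (exact permutation p = 0.214 against WT, adjusted 0.214), so less mitochondrial RNA of every kind and a change in the ribosomal RNAs alone cannot be told apart with 3 WT-derived libraries. Ribosomal RNAs may also vary with how the libraries were made, which was not tested. A biological difference between the mice stays open.

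The exchange of the 6 libraries with crossed numbers was examined with Sgcb, which the dystrophic mice lack. Its 695 reads fell in hypertrophic replicate 3, which the exchange would make dystrophic. This single library speaks for the labels, but transcripts of a targeted allele could still give reads, and the other 14 libraries had 0, so the labels and the exchange cannot be told apart.

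Of the mRNAs of EV proteins that the study names, Serpinc1 and Cd5l had 0 reads in all 15 libraries. Itga2b was counted in 13 libraries, at 462 ± 265 CPM (SD, n = 3) in WT-derived, 299 ± 198 CPM (SD, n = 6) in dystrophic-derived and 528 ± 366 CPM (SD, n = 6) in hypertrophic-derived libraries, with no difference past the threshold of edgeR's quasi-likelihood test (adjusted p = 1 for both comparisons with WT).

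The marker lists not described above took a median of 7.04% of the reads for erythroid cells, 0.0244% for skeletal muscle and 0.0469% for neutrophils, with 12 of 13, 2 of 20 and 2 of 15 genes above 3 counts in the median library. The median share of the liver list was 0.0131%.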
